# Genes Involved in Stress Response and Especially in Phytoalexin Biosynthesis Are Upregulated in Four *Malus* Genotypes in Response to Apple Replant Disease

**DOI:** 10.3389/fpls.2019.01724

**Published:** 2020-02-28

**Authors:** Stefanie Reim, Annmarie-Deetja Rohr, Traud Winkelmann, Stefan Weiß, Benye Liu, Ludger Beerhues, Michaela Schmitz, Magda-Viola Hanke, Henryk Flachowsky

**Keywords:** apple replant disease (ARD), gene expression, BioMark HD microfluidic system, high-throughput qRT-PCR, phytoalexins, greenhouse bio-test, soil properties, *Malus* genotypes

## Abstract

Apple replant disease (ARD) is a soil-borne disease, which is of particular importance for fruit tree nurseries and fruit growers. The disease manifests by a poor vegetative development, stunted growth, and reduced yield in terms of quantity and quality, if apple plants (usually rootstocks) are replanted several times at the same site. Genotype-specific differences in the reaction of apple plants to ARD are documented, but less is known about the genetic mechanisms behind this symptomatology. Recent transcriptome analyses resulted in a number of candidate genes possibly involved in the plant response. In the present study, the expression of 108 selected candidate genes was investigated in root and leaf tissue of four different apple genotypes grown in untreated ARD soil and ARD soil disinfected by γ-irradiation originating from two different sites in Germany. Thirty-nine out of the 108 candidate genes were differentially expressed in roots by taking a p-value of < 0.05 and a fold change of > 1.5 as cutoff. Sixteen genes were more than 4.5-fold upregulated in roots of plants grown in ARD soil. The four genes *MNL2* (putative mannosidase); *ALF5* (multi antimicrobial extrusion protein); *UGT73B4* (uridine diphosphate (UDP)-glycosyltransferase 73B4), and *ECHI* (chitin-binding) were significantly upregulated in roots. These genes seem to be related to the host plant response to ARD, although they have never been described in this context before. Six of the highly upregulated genes belong to the phytoalexin biosynthesis pathway. Their genotype-specific gene expression pattern was consistent with the phytoalexin content measured in roots. The biphenyl synthase (*BIS*) genes were found to be useful as early biomarkers for ARD, because their expression pattern correlated well with the phenotypic reaction of the *Malus* genotypes investigated.

## Introduction

Replanting apple trees at a site previously occupied by an apple plant leads to stunted shoot growth with shortened internodes, root damage, root tip necrosis, and reduction of functional root hairs (Caruso et al., 1989; Mazzola, 1998; Mazzola and Manici, 2012; Yim et al., 2013; Grunewaldt-Stöcker et al., 2019). These symptoms are referred to as apple replant disease (ARD). ARD represents a serious economic risk for tree nurseries and orchards as it leads to decreased and delayed fruit yields and reduced fruit and tree quality (Mazzola, 1998; Mazzola and Manici, 2012). At worst, a site strongly affected by ARD may become unprofitable for further apple cultivation (Geldart, 1994; Peterson and Hinman, 1994; Utkhede and Smith, 1994; Isutsa and Merwin, 2000).

Biotic agents represent the main causes of ARD as demonstrated by various disinfection experiments (Mazzola, 1998; Yim et al., 2013; Spath et al., 2015). Winkelmann et al. (2019) defined ARD as “a harmfully disturbed physiological and morphological reaction of apple plants to soils that faced alterations in their (micro)biome due to previous apple cultures.” There is substantial evidence that the changes in the soil biota trace back to root exudates and material from decomposing apple roots (Börner, 1959; Wittenmayer and Szabó, 2000; Hofmann et al., 2009; Winkelmann et al., 2019). Up to now, no practicable counteraction against ARD is available. The most employed countermeasures, crop rotation and soil disinfection, are unfeasible due to either environmental hazards or high costs (Winkelmann et al., 2019). In order to develop novel strategies against ARD, both the reactions of the apple plant and the etiology of the disease should be understood in more detail (Weiß et al., 2017b; Winkelmann et al., 2019).

Recent transcriptomic analyses revealed the induction of genes associated with biotic stress response in roots of apple plants grown in ARD soil (Weiß et al., 2017a; Weiß et al., 2017b). This corresponds well with the findings, that parasitic fungi and oomycetes of the genera *Cylindrocarpon* (Tewoldemedhin et al., 2011b; Mazzola and Manici, 2012; Franke-Whittle et al., 2015; Manici et al., 2015), *Phytophthora* (Tewoldemedhin et al., 2011a; Mazzola and Manici, 2012), *Pythium* (Tewoldemedhin et al., 2011a; Mazzola and Manici, 2012; Manici et al., 2013), and *Rhizoctonia* (Tewoldemedhin et al., 2011a; Mazzola and Manici, 2012; Manici et al., 2013) are enriched in ARD soil in comparison to healthy or disinfected soil. In particular, genes of the biphenyl biosynthetic pathway were rapidly activated in the roots of apple plants grown in ARD soil (Zhu et al., 2014; Zhu et al., 2016; Weiß et al., 2017a; Weiß et al., 2017b). Phytoalexins like biphenyls and dibenzofurans are known to act in an induced defense mechanism against biotic stressors, such as fungi and bacteria (Ahuja et al., 2012; Chizzali et al., 2012b; Chizzali and Beerhues, 2012; Chizzali et al., 2013). Interestingly, the activation of phytoalexin biosynthesis genes was also found when the plants were inoculated with *Pythium ultimum*, one component of the ARD complex (Shin et al., 2016b; Zhu et al., 2016). Along with the elevated gene expression, individual phytoalexin compounds were found in higher abundances in roots growing in ARD soils (Weiß et al., 2017b).

Additional phenolic compounds play a role in the ARD response, which were shown to accumulate in response to infected soil and may indicate the occurrence of oxidative stress (Henfrey et al., 2015). Especially the dihydrochalcones phloridzin and phloretin have been found highly abundant in apple root exudates and root debris (Hofmann et al., 2009; Emmett et al., 2014; Nicola et al., 2016; Leisso et al., 2018). They act against pathogens and as scavengers of reactive oxygen species (Börner, 1959; Emmett et al., 2014; Henfrey et al., 2015). An upregulation of flavonol metabolism genes was also found in apple roots under replant conditions (Weiß et al., 2017a; Weiß et al., 2017b) and upon infection with *P. ultimum* (Shin et al., 2014; Zhu et al., 2014; Shin et al., 2016b; Zhu et al., 2019).

Further genes upregulated under ARD conditions are involved in auxin, ethylene, jasmonate, and cytokinin biosyntheses and signaling (Shin et al., 2014; Shin et al., 2016b; Weiß et al., 2017a; Zhu et al., 2019). Salicylic acid, ethylene, and jasmonic acid are important signaling compounds in the biotic stress defense response (Glazebrook, 2005; Broekaert et al., 2006). Moreover, ethylene can induce the biosynthesis of phytoalexins derived from the phenylpropanoid pathway (Kamo et al., 2000; Chung et al., 2001; Ishigaki et al., 2004). Biotic stress signaling involves the activation of signal transduction pathways and the activation of a number of transcription factors. As plant shoot and root growth are strongly altered by ARD, changes in auxin, cytokinin, abscisic acid, and gibberellin homeostasis and signaling are expected to occur.

In this study, we compared the expression of 108 candidate genes (CGs) that were supposed to be involved in the reaction of apple to ARD soil. The majority of these CGs were selected from the transcriptomic data available from Weiß et al. (2017a 2017b)) and Weiß and Winkelmann (2017). These CGs were shown to be differentially expressed in roots and leaves of the ARD-sensitive apple rootstock M26 grown in untreated ARD soil and disinfected ARD soil. Further CGs were chosen based on the literature with a focus on the following functional categories: flavonoid biosynthesis, oxidation–reduction processes, jasmonic acid–mediated signaling and responses to wounding, defense, and auxin metabolism (Dal Cin et al., 2009; Milcevicova et al., 2010; Devoghalaere et al., 2012; Dugé De Bernonville et al., 2012; Shin et al., 2014; Qian et al., 2016; Shin et al., 2016a). CG expression was compared between four apple genotypes with different genetic background and different susceptibility/tolerance towards ARD. The apple genotypes were grown in a bio-test using ARD soil from two different ARD sites.

The objectives of the present study were: (I) to evaluate the expression of 108 CGs in response to ARD in roots and leaves of plants tested in a greenhouse bio-test using a high-throughput microfluidic approach, (II) to determine the influence of the *Malus* genotype on the quantitative expression of the CGs, and (III) to correlate the gene expression data to both the ARD severity measured in the bio-test employing two different ARD soils and the phytoalexin contents detected in roots. The results provide new insights into genotypic differences in the complex reaction to ARD and give new hints to mechanisms contributing to ARD sensitivity or tolerance.

## Material And Methods

### Soil Origin and γ-Irradiation

ARD soil from the two sites Heidgraben (53°41'57.5"N, 9°40'59.6"E) and Meckenheim (50°37'8.5"N, 6°59'25.4"E) was sampled at a depth of 0–20 cm. The soil from Heidgraben is an entic podzol, and that from Meckenheim was classified as a haplic luvisol developed from loess (Mahnkopp et al., 2018). The detailed soil properties are described in **Table 1**. On the sampled Heidgraben plots, ARD had been induced by four times replanting of *Malus domestica* Borkh. cv. ‘Bittenfelder’ as described in detail by Mahnkopp et al. (2018). The Meckenheim site has been in use for apple variety tests grafted on the rootstock M9 since 2006. Replanting took place in the years 2010 and 2017 (G. Baab and L. von Schoenebeck, personal communication).

**Table 1:** Major properties of soils from the two apple replant disease (ARD) sites Heidgraben and Meckenheim at 0–20 cm depth.

Site	Particle size distribution			SOC [g kg^−1^]	N_total_ [g kg^−1^]	pH (CaCl_2_)	CaCO_3_ [g kg^−1^]
	Sand [%]	Silt [%]	Clay [%]				
Heidgraben	92.9	2.8	3.1	25.4	1.54	5.3	<0.1
Meckenheim	6.9	72.0	21.1	12.3	1.5	6.7	<0.1

Particle size distribution, total carbon and nitrogen (N_total_) are displayed. Soil organic carbon (SOC) represents total carbon due to the absence of carbonate (CaCO_3_).

Both soils were sieved through an 8 mm mesh. Half of each soil volume was filled into autoclavable bags in portions of 10–15 L. The soil was γ-irradiated with a minimum dose of 10 kGy (recorded dosages: minimum 10.87 kGy, maximum 31.96 kGy, BGS Beta-Gamma-Service, Wiehl, Germany) by which most fungi, bacteria, and invertebrates are killed (McNamara et al., 2003). Hereafter, the untreated ARD soil will be denoted as ARD soil and the ARD soil disinfected by γ-irradiation as γARD soil.

The effect of the γ-irradiation was confirmed by plating diluted soil solutions on growth media selective for bacterial or fungal growth (Balbín-Suárez et al., personal communication). Bacterial colony-forming units (CFUs) were counted after 2 days and fungal CFUs after 7 days. Briefly, 9 mL of 0.85% NaCl solution (saline) were added to 1 g of soil under sterile conditions and vortexed for 2 min. After settling of the soil particles, serial dilutions (factor 10) of the supernatant were made by mixing 100 µL soil solution with 900 µL saline. For each of the four soil variants, two samples were taken for plating. For the γ-irradiated soil samples, 100 µL of the 1:10 and 1:100 dilution were plated; for the untreated soil variants, dilutions 1:100, 1:1,000, and 1:10,000 were plated. Each plating was carried out in triplicates. The culture media used were Reasoner's 2A agar (R2A agar, Carl Roth, Karlsruhe, Germany) supplemented with 100 mg L^−1^ cycloheximide for bacteria and Potato Dextrose Agar (PDA, Merck, Darmstadt, Germany) supplemented with 100 mg L^−1^ penicillin, 10 mg L^−1^ tetracycline, and 50 mg L^−1^ streptomycin for fungi. The plating was carried out twice, before and after storage of the γ-irradiated and untreated soils, to evaluate an effect of the storage (**Table S3**).

### Plant Material and Experimental Setup

Plants of the apple genotypes M26, M9, B63, and the *Malus × robusta* accession MAL0595 were used. B63 is an offspring of the cross (*M. purpurea* ‘Eleyi’ *× M. sieboldii*) *×* M9 and was derived from a breeding program for resistance to apple proliferation disease (W. Jarausch, personal communication). The accession MAL0595 was derived from the *Malus* gene bank collection of the Julius Kühn-Institut (Dresden-Pillnitz, Germany). All genotypes were propagated *in vitro* via axillary shoots on a modified MS medium (Murashige and Skoog, 1962) containing 3% sucrose, 0.5 µM indole-3-butyric acid (IBA), and 4.4 µM 6-benzylaminopurine (BAP). For M9, 2 mL L^−1^ Plant Preservative Mixture (PPM, Plant Cell Technology, Washington DC, USA) was added to the culture medium in order to control growth of endophytic bacteria. MAL0595 subculture was carried out once with MS medium containing 3% sucrose, 0.5 µM IBA, and 4.54 µM Thidiazuron (TDZ) to increase the number of shoots obtained. All *in vitro* cultures were incubated at 24°C with a 16 h photoperiod provided by Philips MASTER TL-D 58W/865 fluorescence tubes at a PPFD (Photosynthetic Photon Flux Density) of 35–40 µmol m^−2^ s^−1^.

*In vitro* rooting was induced by transferring the 5-week-old shoots to ½ MS medium supplemented with 2% sucrose and 4.92 µM IBA (Weiß et al., 2017a). The rooting percentages determined 2 weeks after transfer to rooting medium were 95.8% for M26 (n = 168), 8.9% for M9 (n = 168), 64.8% for B63 (n = 168), and 31.4% for MAL0595 (n = 242) respectively. All plants were transferred to peat substrate (Steckmedium, Klasmann-Deilmann GmbH, Geeste, Germany). For acclimatization, the shoots were cultivated under covers to ensure high humidity. During acclimatization, the plants were adapted to greenhouse conditions by gradually reducing the air humidity. After about 4 weeks, the plants were introduced to the bio-test. ARD and γARD soils from Heidgraben and Meckenheim were supplemented with 2 g L^−1^ of the slow-release fertilizer Osmocote Exact 3-4 M (16-9-12+2MgO+trace elements, https://icl-sf.com) and filled into fifteen 0.4 L pots for gene expression samples and ten 1 L pots per soil variant and genotype for growth parameters. The M9 rootstock was tested with only 12 plants due to poor rooting and acclimatization, 6 in Heidgraben ARD soil and 6 in γARD soil in 0.4 L pots for gene expression analysis.

The greenhouse experiment took place from August 9, 2017, to September 7, 2017, at the campus Herrenhausen (Gottfried Wilhelm Leibniz University Hannover, Hanover, Germany). All 312 plants were randomly arranged and cultivated at 22.4 ± 2.8°C and a relative air humidity of 68.2 ± 8.2%. Additional light was provided whenever solar irradiation fell below 25 klx to provide 16 h of daylight. Plant protection against thrips was carried out according to horticultural practice. Shoot length was measured on a weekly basis.

After 7 days, all plants for gene expression analysis were harvested and carefully removed from the soil. Whole root systems were washed gently in tap water and dried with paper towels, and the three youngest fully developed leaves were sampled. Root and leaf samples were transferred to 2 mL reagent tubes, immediately frozen in liquid nitrogen, and stored at −80°C until RNA isolation.

Ten plants per variant representing 10 biological replicates (except of M9) were harvested after 4 weeks for determining growth parameters. Single plants died off (resulting in only nine biological replicates) from the following variants (**Table S1**): MAL0595 in Heidgraben ARD, B63 in Meckenheim ARD, and MAL0509 in Meckenheim γARD. Plant quality was assessed visually by inspection of root color and habitus. Plant growth was determined by measuring shoot length as well as shoot and root fresh masses. Roots of four to five plants per variant were lyophilized for 3 days and used for dry mass evaluation and phytoalexin analysis after freeze-drying for 3 days.

### RNA Isolation and First Strand cDNA Synthesis

From 15 plants of each of the genotypes M26, B63, and MAL0595, five pools containing 3 single plants each, i.e. five biological replicates, were established for each of the four soil variants. For M9, only 12 plants were available. These plants were grown in Heidgraben soil, six in γARD soil and six in ARD soil, respectively. For M9, two pooled samples containing three plants each were created for each of the two soil variants. Selection of the plants for each pool was carried out with regard to shoot length to achieve a similar mean shoot length among the pools.

The pooled samples were homogenized in a Mixer Mill at 27 Hz for 1 min (Mixer Mill MM400, Retsch, Haan, Germany) cooled with liquid nitrogen. Total RNA was extracted from 100 mg of frozen ground plant material with RP lysis buffer using the InviTrap Spin Plant RNA Mini Kit (Stratec, Birkenfeld, Germany) according to the manufacturer's instructions. Genomic DNA was removed with DNase I (Thermo Scientific, Waltham, MA, USA) following the manufacturer's instructions. RNA concentration and quality was determined spectrophotometrically (NanoDrop 2000c, Peqlab, Erlangen, Germany). The integrity was checked on a 1% agarose gel. The isolated RNA was stored at −80°C until first strand cDNA synthesis using the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, Waltham, MA, USA) together with oligo dT primers and 1 µg RNA as template. The resulting cDNA was diluted 10-fold in nuclease-free water and stored at −20°C until use. The success of cDNA synthesis and the exclusion of genomic DNA contaminations was verified in a standard PCR with the primer pair EF1-for/-rev (EF1-for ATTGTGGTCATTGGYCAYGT; EF1-rev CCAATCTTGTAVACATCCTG) using 1 µl of the diluted cDNA as well as 1 µl of the RNA preparation (Boudichevskaia et al. (2009). PCR products resulting from genomic DNA and cDNA differ in fragment size (905bp/707bp), whereas no product should be generated using RNA.

### Primer Selection and RT-qPCR Validation

The CG primer set was compiled on the basis of genes differentially expressed in root and leaf material of *Malus* rootstock M26 grown in ARD soil compared to γARD soil (Weiß et al. 2017a; Weiß et al. 2017b; Weiß and Winkelmann, 2017). Additionally, known pathogen and stress-related genes focusing on plant hormone signaling of *Malus* and *Arabidopsis thaliana* described in the literature were selected (Dal Cin et al., 2009; Milcevicova et al., 2010; Devoghalaere et al., 2012; Dugé De Bernonville et al., 2012; Shin et al., 2014; Qian et al., 2016; Shin et al., 2016a; Weiß et al., 2017a; Weiß et al., 2017b). A full list of all primers is provided in **Table S2**. All primers were validated *in silico* using the software program FastPCR v6.6 (PrimerDigital Ltd, Helsinki, Finland) (Kalendar et al., 2017) by calculating theoretical PCR results using the *Malus* × *domestica.*v1.0.consensus_CDS database obtained from http://www.rosaceae.org. The program predicted possible PCR products with a length of 50–3,000 bp, with one mismatch allowed at the 3'-end.

New primers were designed using the Primer3 web tool with the following parameters: primer length 18–24 bp, amplification product 100–200 bp, T_M_ = 59–61°C, CG content 40–60%. The specificity of the new primers was also tested *in silico* as described. Primer sequences with proven specificity to the target gene sequence were checked for sufficient amplification efficiency with RT-qPCR. The *Elongation factor 1-α* [MDP0000304140], *Elongation factor 1β-like* [MDP0000903484], *Tubulin beta chain* [MDP00009551799], *Ubiquitin-conjugating enzyme E2 10-like* [MDP0000140755], and *Actin-7* [MDP0000774288] were used as reference genes according to Weiß et al. (2017a). Each primer combination (75 nM each primer) was analyzed with three technical replicates using the Maxima SYBR Green master mix (Thermo Fisher Scientific, Schwerte, Germany). All primers were tested at an annealing temperature of 60°C and cDNA of the apple rootstocks M9, M26, CG41 and the wild apple genotype *Malus* × *robusta* 5 (accession no. MAL0991) grown in untreated ARD soil, since no cDNA of B63 and MAL0595 was available at this time. RT-qPCR was performed on an iCycler iQ Real Time PCR Detection System (Bio-Rad) with an initial denaturation of 3 min at 94°C followed by 40 cycles of 1 min at 94°C, 1 min at 60°C, and 1 min at 72°C. The PCR products were analyzed by melt-curve analysis of 55°C to 80°C with an increment of 0.5°C for 10 s each step. Data were recorded with the software package Genex (Bio-Rad, München, Germany). PCR efficiencies were calculated using the software program LinRegPCR (Ramakers et al., 2003; Ruijter et al., 2009). The PCR efficiencies presented in **Table S2** are mean values of all samples per primer combination, where expected amplicons (based on melting temperature) were detectable. Primer pairs producing more than one distinct peak in the melt-curve analysis were assigned as not specific. These primers were rejected from further RT-qPCR analysis.

To test the specificity of the primers used to amplify the genes *B4Ha* and *B4Hb* (**Table S2**), an amplicon deep sequencing was conducted. The sequence analysis proved the *B4Hb* primers to be highly specific. The sequencing results also showed that the *B4Ha* amplicon is present in both *B4Ha* and *B4Hb*. This means that the primers for B4Ha are not gene-specific. This limited specificity should be considered for the interpretation of the respective data.

### Expression Analysis Using Quantitative PCR

RT-qPCR was performed using the BioMark HD high-throughput system (Fluidigm, South San Francisco, California, USA) by analyzing 128 individual samples, consisting of 64 root and leaf samples respectively, with 116 primer pairs (including 5 primer pairs for reference genes) using six Dynamic Array™ integrated fluidic circuits (96.96 IFCs, Fluidigm, South San Francisco, California, USA). The sample design included five biological replicates for each genotype (B63, M26 and MAL0595), soil treatment, and soil origin. For M9, only samples of the Heidgraben soil were analyzed with only two replicates of each soil treatment (ARD/γARD). The entire analysis included two technical repetitions for each biological replicate. Default space on these IFCs allowed the analysis of 96 samples with 96 primers in one run.

For specific target amplification, 1.25 µL cDNA was pre-amplified in a mixture with 0.5 µL of pooled primers (final concentration, 500 nM), 2.5 µL of 2× PreAmp Master Mix (Applied Biosystems, Carlsbad, CA, USA), and 0.75 µL of water. The cycling program was as follows: 95°C for 10 min, followed by 14 cycles of 95°C for 15 s and 60°C for 4 min. Afterwards, the PCR reactions were purified with exonuclease (20 U µL^−1^) and diluted 1:5 with Teknova-DNA suspension buffer (VWR, Darmstadt, Germany). The qPCR was performed in 96.96 Dynamic Array™ IFCs (Fluidigm, South San Francisco, CA, USA) following the manufacturer's instructions. Each assay inlet contained 5 µL of an assay mix consisting of 0.5 μM primer mix, 2.5 µL assay loading reagent (Fluidigm), and 2.25 µL 1× TE buffer assay reagent. The Fluidigm sample premix contained 2.25 µL of the pre-amplified sample, 2.5 µL of 2× SsoFast EvaGreen supermix with low ROX (Bio-Rad, München, Germany), and 0.25 µL of 20× Binding Dye Sample Loading Reagent (Fluidigm). The cycling program was: 1 min at 95°C, followed by 30 cycles of 96°C for 5 s and 20 s at 60°C plus melting curve analysis.

### Extraction and Analysis of Phytoalexins

At the final evaluation of the experiment (4 weeks after potting), the root systems of the genotypes M26, B63 and MAL0595 were combined to obtain two pools (i.e. two biological replicates composed of roots of four to five plants) per soil variant. The roots were lyophilized for 3 days (alpha 1-2 LDplus, Christ, Osterode, Germany). The dry roots were homogenized in a mixer mill (Mixer Mill MM400, Retsch, Haan, Germany) with steel beads. Before phytoalexin extraction, 4-hydroxybiphenyl (50 µg) was added to each sample (around 100 mg DW each) as internal standard for quantification in gas chromatography–mass spectrometry (GC-MS) measurement. The samples were extracted with 1 mL methanol by shaking in a Vortex Genie 2 (Scientific Industries, Bohemia, NY, USA) for 20 min. The extracts were centrifuged at room temperature at 13,000 rpm for 10 min. An aliquot of the supernatant (200 µL) was transferred to a new 1.5 mL Eppendorf tube and dried under a constant air stream. The residue was re-suspended in 200 µL ethyl acetate and centrifuged at 13,000 rpm for 10 min. The resulting clear supernatant was transferred to a GC-MS vial with a glass inlet. After removal of the ethyl acetate by air stream, 50 µL N-trimethylsilyl-N-methyl trifluoroacetamide (MSTFA) was added to the inlets for derivatization at 60°C for 30 min. The samples were then measured by GC-MS, as described previously (Hüttner et al., 2010).

### Data Analysis and Statistical Evaluation

A mean PCR efficiency (quality score) was calculated using the Fluidigm Real-Time PCR Analysis Software v4.3.1 (Fluidigm, South San Francisco, CA, USA). Therefore, each individual amplification curve was compared to an ideal exponential curve. The closer the amplification curve is to the ideal, the quality score approaches 1. The further the curve is from ideal, the quality score approaches 0. Only quality score values above 0.65 (an arbitrary threshold set by Fluidigm) passed the quality check. Curves that fail the quality threshold were excluded from further calculations. Considering the quality threshold and the quantification cycle (Cq), separate ΔCq values for sample and control were calculated. This was done on basis of the following formulas:

Sample ΔCq=ΔCq Candidate gene (ARD soil)−ΔCq reference gene (ARD soil)

Control ΔCq=ΔCq Candidate gene (γARD soil)−ΔCq reference gene (γARD soil)

The reference genes were validated according to their stability using NormFinder (Andersen et al., 2004). All reference genes with stability values below 0.25 were included in the ΔCq value calculation, so that depending on the IFC, three to five reference genes were considered in the control ΔCq calculation. The ΔΔCq value was calculated by subtracting the control ΔCq value from the sample ΔCq value, which resulted in the relative gene expression (fold change, 2^−ΔΔCq^) (Livak and Schmittgen, 2001). Throughout this paper, gene expression is presented as relative expression level in ARD soil compared to the expression in γARD soil, which was set to be one.

The test for normal distribution was carried out with the Shapiro–Wilk test using SAS version 9.4 (SAS, NC, USA). The effect on gene expression of different soil treatments (ARD soil and γARD soil) was tested with the analysis of variance (ANOVA) also using SAS version 9.4. Furthermore, the effect of genotype and soil origin (type) on gene expression was tested using the ANOVA procedure MIXED in SAS version 9.4. The STRING database (Szklarczyk et al., 2017) was used to predict the interaction of the detected differentially expressed genes (DEGs).

Data on shoot length, fresh and dry masses, and phytoalexin content were evaluated using R version 3.5.1 (R Development Core Team, 2011) in R Studio version 1.1.45. The data were checked for a Gaussian distribution and log transformed, if necessary. A linear model was fitted for each parameter, and an ANOVA was calculated. Multiple comparisons of means (Tukey test) were carried out using the R package “multcomp” version 1.4-8 (Hothorn et al., 2008).

Using the software program SAS version 9.4. Pearson's correlation was analyzed between the phenotypic data (shoot length and fresh biomass) and the fold change values of selected phytoalexins as well as CGs.

## Results

### Phenotyping of the Genotypes After 4 Weeks

Plating of the soil solution proved the success of the soil disinfection with the significant reduction in bacterial and fungal colony-forming units (CFUs) (**Table S3**). Plant growth of the genotypes M26, B63, and MAL0595 was negatively affected by ARD. After 4 weeks of cultivation in ARD soil, shoots were smaller with lower biomasses for B63 and M26, but not for MAL0595 (**Tables 2** and **S2**). The reduction in shoot length was stronger in Meckenheim soil than in Heidgraben soil (**Table 2**).

**Table 2:** Shoot length and fresh mass of shoot and root of M26, B63, and MAL0595 4 weeks after transplanting to γARD soil and ARD soil from Heidgraben and Meckenheim.

Genotype	Shoot length	Heidgraben				Meckenheim			
		γARD soil	ARD soil	% red		γARD soil	ARD soil	% red	
B63	[cm]	4.1 b	2.8 a	**−32.4**	**	7.4 c	3.0 a	**−60.2**	***
M26		3.5 b	2.5 a	**−30.0**	*	5.9 c	3.6 b	**−39.8**	***
MAL0595		5.1 a	4.5 a	**−11.6**	n.s.	6.2 a	4.4 a	**−28.0**	n.s.
Genotype	Fresh biomass **shoot**	**Heidgraben**				**Meckenheim**			
		**γARD soil**	**ARD soil**	**% red**		**γARD soil**	**ARD soil**	**% red**	
B63	[g]	0.95 b	0.54 a	**−42.8**	**	1.40 c	0.71 ab	**−49.3**	***
M26		1.00 b	0.60 a	**−39.8**	*	1.57 c	0.81 ab	**−48.1**	***
MAL0595		0.81 ab	0.48 b	**−41.2**	n.s.	1.47 a	0.88 ab	**−39.9**	n.s.
Genotype	Fresh biomass **root**	**Heidgraben**				**Meckenheim**			
		**γARD soil**	**ARD soil**	**% red**		**γARD soil**	**ARD soil**	**% red**	
B63	[g]	0.42 b	0.24 a	**−41.3**	*	0.35 ab	0.21 a	**−37.8**	n.s.
M26		0.27 c	0.16 ab	**−40.2**	**	0.23 bc	0.12 a	**−48.2**	***
MAL0595		0.36 a	0.20 a	**−42.7**	n.s.	0.31 a	0.36 a	**19.5**	n.s.

Mean values with the same letter within one row did not differ significantly (Tukey test, *p* = 0.05, n = 9–10). Reduction (%, red) compared between γARD soil and ARD soil from one site is given in bold. Asterisks indicate a significant reduction regarding the Tukey test [*p* < 0.05 (*), *p* < 0.01 (**), and *p* < 0.001 (***); n.s. = not significant].

As depicted in **Figure 1**, the roots of all three genotypes showed a darker coloration when grown in ARD soil from both sites. In addition, less fine roots were visible in the ARD variants. The rootstock M9 was not included in this final evaluation, as only a few plants were available.

**Figure 1:**
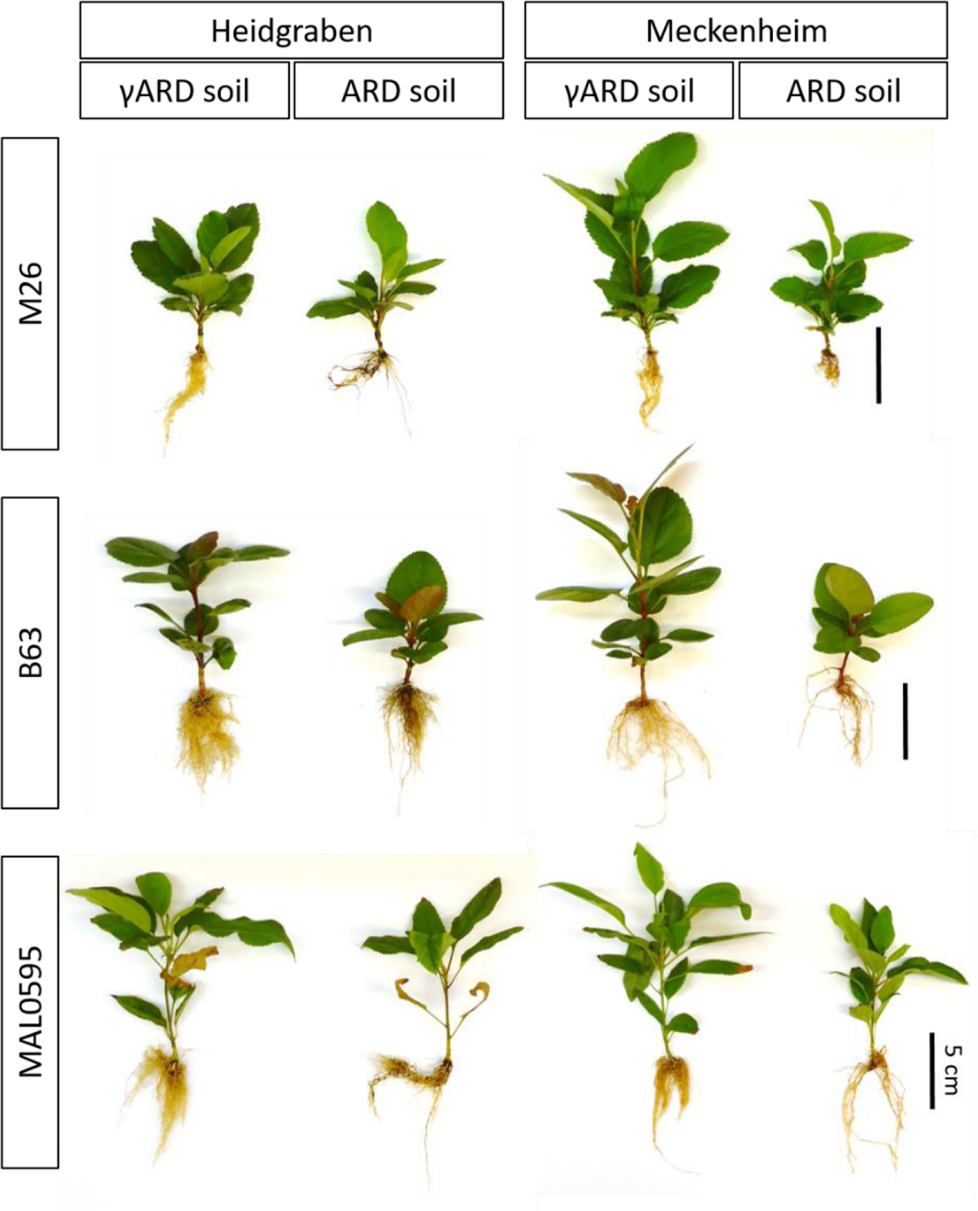
Apple plants of M26, B63 and MAL0595 4 weeks after planting to γ-irradiated apple replant disease (γARD) soil and ARD soil from the sites Heidgraben and Meckenheim.

Shoot and root fresh biomass of B63 and M26, were significantly reduced on ARD soil from both sites. For MAL0595, the change in fresh biomass was not significant. In Meckenheim soil, M26, and B63 showed a stronger reduction in shoot and root biomass compared to Heidgraben soil (**Table 2**). Generally, a higher shoot fresh biomass was achieved by plants grown in Meckenheim soil as seen by the control plants grown in γARD soil from this site. A similar pattern was found for the fresh root biomasses. A significant reduction was observed for M26, with a stronger effect in Meckenheim soil. MAL0595 root biomass did not differ significantly between the treatments, and in Meckenheim soil, the reduction was approximately halved compared to B63 and M26, (**Table 2**). For B63, root biomass was not significantly reduced when grown in Meckenheim ARD soil.

Although MAL0595 showed comparable reduction in shoot and root biomass with B63 and M26 (except root biomass in Meckenheim soil), this reduction was statistically not significant. One explanation for that is the high variation between individual plants from the same genotype.

### Establishment of Gene-Specific Primers

Primer pairs for 122 genes (117 CGs and 5 reference genes) were tested *in silico* against the *Malus* × *domestica*.v1.0.consensus_CDS database (**Table S2**). Thirty-nine combinations showed unspecific amplification. Redesign of new primer combinations was successful for 33 out of these genes. For six genes, no gene-specific primers were found. These genes were excluded from subsequent analyses (**Table S4**). In total, 111 primer pairs (CGs only) were tested for their amplification efficiency by RT-qPCR (**Table S2**). The PCR efficiencies varied between 1.77 and 2.10 (a value of 2 is equal to an amplification efficiency of 100%). After melt-curve analysis, 108 primer combinations were confirmed as highly specific, whereas the specificity of three combinations (*IPT*, *Mal d1.06*, and *FGT*) was insufficient. For four primer combinations (*NTL9*, *PDF2.2*, *ABCB11b*, and *Bax_inh*) the melting temperature varied slightly. These ranges were detectable between individual samples of the same tissue of the same genotype. On this account, the amplicons were most likely derived from the same gene and not from different orthologous sequences.

### Genes Differentially Expressed in Response to ARD

Gene expression of 108 CGs was analyzed in leaf and root tissue of B63, M26, M9, and MAL0595. 

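Transcript levels of 43 of the candidate genes were available for the re-analysis, measured by RT-qPCR on microfluidic chips in roots and leaves harvested after 7 days; the other candidate genes and the reference genes were not analysed here. Each pool held 3 plants, with 5 pools of B63, M26 and MAL0595 per soil and treatment and 2 pools of M9, which was grown in Heidgraben soil only. The authors' files give 1 mean quantification cycle (Cq) per gene, tissue, genotype, soil origin and treatment, and 1 fold change of ARD soil over γARD soil, which they calculated relative to reference genes and averaged over the measurements on the linear scale. A lower Cq means more transcript, and 1 cycle is close to a doubling. Root Cq lay between 5.19 and 26.4 with a median of 12.2, and leaf Cq between 10.0 and 26.5 with a median of 19.0, so leaf transcripts were measured at later cycles. The spread between pools is in neither file, so the 7 combinations of genotype and soil were taken as the units and p-values measure the spread between these combinations. The log2 of each deposited fold was tested against 0 with limma, adjusted by the Benjamini-Hochberg method over the 43 genes, and genes past an adjusted p of 0.05 with a fold above 1.5 in either direction were counted as changed. For single genes an exact two-sided sign-flip test over the 7 combinations was added, whose smallest p is 0.0156. Cq differences between treatments are also given without reference genes; these also move with the amount of cDNA loaded.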

For this, plant material was collected after 7 days of cultivation in four different soil variants. 

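Over the 7 combinations of genotype and soil, the mean of the authors' deposited folds in roots was lowest for GH3.109, an auxin-conjugating enzyme of the GH3 family, at 0.686, and highest for TL1, a thaumatin-like protein, at 31.7. TL1 led because of M9, whose fold in the authors' deposited table was 151. On the log2 scale BIS4, a biphenyl synthase, was highest, with a geometric mean of the deposited folds of 25.4, and TL1 had 15.1. In leaves the means of the deposited folds ran from 0.702 for PDF2.2 to 6.62 for JMT, a jasmonate methyltransferase. JMT also led because of M9, with a deposited fold of 26.3: without M9 the mean was 3.33 for JMT and 4.38 for PAL, and as a geometric mean of the deposited folds PAL was highest, at 4.77 against 4.00.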

The relative gene expression (ARD soil vs. γARD soil) ranged from 0.5-fold to 31.9-fold (**Table S5**). Fourteen CGs were slightly downregulated in plants grown in ARD soil compared to those grown in γARD soil (10 genes in roots, 3 in leaves, and 1 in leaves and roots). 

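GH3.109 was the only gene of the 43 that fell in roots, with a log2 fold change of -0.78 (standard error 0.34, adjusted p = 0.0348 from limma) over the deposited folds. Its fold was below 1 in 5 of the 7 combinations of genotype and soil, and the exact sign-flip test gave p = 0.0938. Without M9 it did not pass the limma test, and 38 genes rose and 0 fell. In leaves 6 of the 43 genes had a geometric mean below 1 in the authors' deposited table, and none of these passed the limma test. The lowest was PDF2.2, a defensin, with a log2 fold change of -0.71 (standard error 0.37, adjusted p = 0.276 from limma) over 5 combinations.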

Out of the 108 CGs, 42 DEGs were identified by taking a p-value of < 0.05 and a fold change of greater than 1.5 as cutoff (**Table S6**). 

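In roots 36 of the 43 genes rose in ARD soil and 1 fell at an adjusted p under 0.05 from limma. All 7 available genes of the biphenyl pathway rose, among them BIS4, the methyltransferase OMT1b and the hydroxylase B4Hb, and all 7 also passed when adjusted over the list alone. OMT1b had a log2 fold change of 1.68 (standard error 0.30, adjusted p = 2.8e-05 from limma). All 8 available defense proteins rose (8 when adjusted over the list alone), from PPO, a polyphenol oxidase, at a log2 fold change of 0.96 to TL1 at 3.92. All 6 genes of flavonoid and phenylpropanoid synthesis rose (6 when adjusted over the list alone), with a median log2 fold change of 0.99, which lay below that of all 43 genes. From Cq without reference genes, PAL, ANS, ANR and LAR rose in 5 of 7 combinations (exact sign-flip test, p from 0.109 to 0.188). CHS-1 also rose in 5 (exact sign-flip test, p = 0.0625) and FLS3 in 6 (p = 0.0312). Of 4 defense regulators, MYC2 and ICS2 rose and NTL9 and SNC1 did not pass the test. Both abscisic acid genes, NCED1 and NCED3, rose, and so did all 3 genes of transport and exocytosis. Without reference genes NCED1 rose in 4 of 7 combinations (exact sign-flip test, p = 0.125) and NCED3 in 5 (p = 0.109). The 3 genes of transport and exocytosis had p of 0.0312 or below in that test. For NCED1 the Cq in Meckenheim soil did not match the ΔCq of Table S6, so its count and p without reference genes are uncertain. MYC2, a transcription factor of jasmonate signalling, had a log2 fold change of 2.09 (standard error 0.32, adjusted p = 3.6e-06 from limma). SNC1, NTL9, JAR1, JMT, SAMS8 and Nitr_2 were the 6 genes that did not pass. The study chose its candidate genes in part for their response to ARD soil. The root folds of the 43 genes here are those of Table S6, which the paper cites for genes past its own test on the same pools. The counts, those of the lists included, were thus largely set by that choice and are not independent evidence of a direction. With the median of all genes as the reference, 11 genes were higher and 8 lower, since the median log2 fold of the 43 genes was itself 1.42.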

Thirty-nine genes were differentially expressed in roots. Thirty-one of them were only differentially expressed in roots, whereas eight genes were upregulated in both tissues. 

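PAL, ANR, ANS, CHS-1, NCED1, NCED3 and Nitr_1 passed the limma test in both tissues, 7 genes in all, and 29 genes rose in roots without passing in leaves. PAL, CHS-1, ANS and ANR belong to phenylpropanoid and flavonoid synthesis, of which 4 of 6 available genes rose in leaves (4 when adjusted over the list alone). CHS-1, chalcone synthase, had a log2 fold change of 1.52 in leaves (standard error 0.34, adjusted p = 0.0103 from limma), and NCED1, which forms a precursor of abscisic acid, had 1.79 (standard error 0.36, adjusted p = 0.00775 from limma). None of the 7 biphenyl pathway genes and none of the 8 defense proteins passed limma in leaves, and 0 did at an unadjusted p under 0.05. The difference between tissues was tested over the same combinations of genotype and soil: 23 of the 43 genes had a larger log2 fold in roots and 1 in leaves at an adjusted p under 0.05 from limma. Most genes that the paper calls changed had passed its test in roots on the same pools. The count of genes with a larger root fold was thus largely set by that choice and is not independent evidence of a direction. BIS2 differed most, by 4.76 on the log2 scale (standard error 0.45, adjusted p = 2.0e-08 from limma).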

The remaining four genes were differentially expressed in leaves only.

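JMT was the 1 gene that passed the limma test in leaves and not in roots, with a log2 fold change of 2.00 (standard error 0.45, adjusted p = 0.0103 from limma) in leaves. In the authors' deposited table its leaf fold ran from 0.920 to 26.3. ERF1B, SAMS8 and MYC2 passed in leaves at an unadjusted p under 0.05 but not after adjustment, with adjusted p of 0.0555, 0.0679 and 0.0693 from limma. Without B63 in Heidgraben soil, or without MAL0595 in Meckenheim soil, 5 leaf genes were past the threshold in place of 8.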

### Highly Regulated CGs with a Significant Fold Change > 4.5

Sixteen CGs were highly, i.e. more than 4.5-fold, upregulated in roots of plants growing in ARD soil compared to those growing in γARD soils. Fourteen of them were significantly upregulated in root tissue in all four apple genotypes (**Figure 2**). Six of them (*BIS1, BIS2, BIS3, BIS4, B4Ha,* and *B4Hb*) belong to the phytoalexin biosynthetic pathway, whereas one gene (*ERF1B*) is a transcription factor binding to a pathogenesis-related element and an additional gene belongs to the endochitinase family (*CHIB*). 

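Averaged over the 7 combinations, the authors' deposited folds exceeded 4.5 in roots for 17 genes. These were the 14 genes of Fig. 5 and CHIA, MYC2 and NCED1, an acidic chitinase, a transcription factor and an abscisic acid gene. As geometric means of the deposited folds, 12 genes exceeded 4.5. By the median of the folds 11 did, and with the median of all genes as reference 5 did. CHIA had a mean of 6.50 and a geometric mean of 3.27, because its deposited fold in M9 was 30.9. Without M9, 14 genes exceeded 4.5 as means, but not the same 14: ECHI fell to 4.42 and MYC2 stayed above 4.5.

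**Figure D1:**
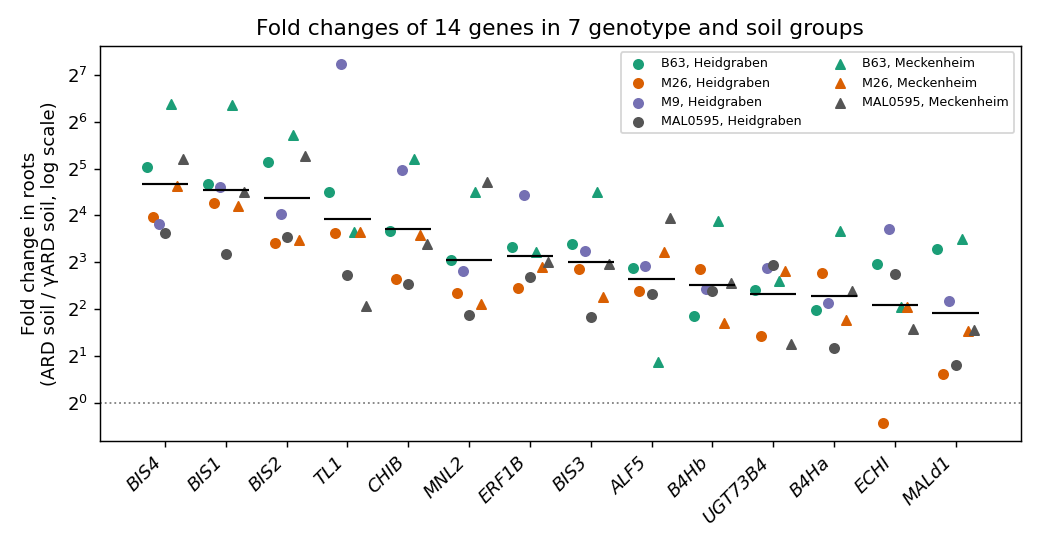
Fold change of ARD soil over γARD soil in roots (log scale) for 14 genes, as deposited by the authors. Circles are Heidgraben soil and triangles Meckenheim soil, colours are genotypes, black bars are geometric means of the 7 values and the dotted line is no change. The highest point is TL1 in M9 at 151, and ECHI in M26 in Heidgraben soil, at 0.740, is the only point below 1.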

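Fitted per genotype with the soil origin as a covariate, 11 of the 14 genes had a higher level in ARD soil in all 4 genotypes at an adjusted p under 0.05 from limma, over 42 genes with a value in each combination. These were the 4 biphenyl synthase genes, B4Hb, CHIB, ERF1B, TL1, MNL2, ALF5 and UGT73B4. B4Ha, a biphenyl hydroxylase, passed in 3 genotypes and had adjusted p = 0.0586 from limma in M9. ECHI, a chitin-binding protein, had adjusted p = 0.306 from limma in M26. Mal d1 had 0.0643 in M26 and 0.0524 in MAL0595 from limma. Of the 14 genes, 14 passed in B63, 12 in M26, 13 in M9 and 13 in MAL0595. M9 has 1 combination and the others have 2 each, so each genotype borrows its spread from the whole fit. From Cq without reference genes, 6 of the 14 passed in all 4 genotypes.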

The six remaining genes are associated with six gene families of different biological functions (**Figure 3**). The highest upregulation of gene expression in roots grown in ARD soils was detected for the phytoalexin biosynthesis genes. 

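The 4 biphenyl synthase genes, whose enzymes form the biphenyl scaffold, and the 2 biphenyl hydroxylase genes rose in each of the 7 combinations of genotype and soil. On the log2 scale BIS4, BIS1 and BIS2 were the 3 highest of the 43 genes, followed by TL1 at 3.92 (standard error 0.43, adjusted p = 2.3e-08 from limma) and the chitinase CHIB. BIS3, B4Hb and B4Ha ranked lower, below MNL2 and ERF1B in the case of BIS3. Citing the raised phytoalexin content of roots in ARD soil, similar expression in other apple studies and the part of phytoalexins in plant defense, the paper proposes, with reserve, that induced phytoalexin biosynthesis is a defense response of Malus rootstocks to the soil biota.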

The average fold changes were 31.9 for *BIS4*, 27.8 for *BIS1*, and 24.0 for *BIS2*. In contrast, *BIS3* was only 8.8 times more highly expressed in ARD soil than in γARD soil, but this gene showed the overall highest expression level (**Figure 2** and **Table S5**). 

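BIS4 had a log2 fold change of 4.67 (standard error 0.35, adjusted p = 4.1e-11 from limma), BIS1 of 4.54 (standard error 0.34) and BIS2 of 4.37 (standard error 0.35), so the 3 differed by less than their errors. As means of the authors' deposited folds these were 31.4, 28.8 and 25.1. The deposited folds ranged from 12.4 to 83.0 for BIS4, from 8.98 to 82.1 for BIS1 and from 10.6 to 52.7 for BIS2. All 3 upper ends came from B63 in Meckenheim soil. From the mean ΔCq of Table S6 that combination stayed highest for BIS4 and BIS1. For BIS2 it had 4.08 cycles, against 4.91 in B63 in Heidgraben soil. From Cq without reference genes it was highest for none of the 3, and for BIS2 it was the lowest of the 7, at 2.98 cycles. Cq fell between γARD and ARD soil in every combination, by a mean of 4.35 ± 0.738 (SD, n = 7) cycles for BIS4 and 4.42 ± 0.703 (SD, n = 7) for BIS1 (exact sign-flip test, two-sided p = 0.0156 for each, the smallest that 7 combinations allow).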

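BIS3 had the lowest Cq of the 4 biphenyl synthase genes in all 7 combinations in both treatments, so its transcript was the most abundant if the primers amplify alike. In γARD soil its Cq was 8.74 ± 0.663 (SD, n = 7), against 11.9 ± 1.43 (SD, n = 7) for BIS2, 13.2 ± 0.711 (SD, n = 7) for BIS1 and 14.1 ± 0.983 (SD, n = 7) for BIS4. In ARD soil the distance to BIS2 was 2.03 ± 0.623 cycles (SD, n = 7; exact sign-flip test, p = 0.0156), and the distance to BIS4 was 3.87 ± 0.976 cycles (SD, n = 7). The log2 fold change of BIS3 was 3.00 (standard error 0.33, adjusted p = 2.6e-08 from limma), with deposited folds from 3.57 to 22.6.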

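B4Ha and B4Hb encode cytochrome P450 enzymes that hydroxylate biphenyls. By the paper's amplicon sequencing the B4Ha primers also amplify B4Hb, so values given for B4Ha include both transcripts and the 2 genes are not separate measurements. B4Hb had a log2 fold change of 2.52 (standard error 0.32, adjusted p = 2.5e-07 from limma) and B4Ha of 2.27 (standard error 0.33, adjusted p = 1.5e-06 from limma). Their deposited folds averaged 6.46 and 5.54 and were above 1 in all 7 combinations. Both were largest in B63 in Meckenheim soil, at 14.7 and 12.8 in the authors' deposited table. From the mean ΔCq of Table S6 B4Hb was still largest there, at 2.86 cycles, and B4Ha was at 2.69 against 2.70 in M26 in Heidgraben soil. Without reference genes, by Cq alone, B63 in Meckenheim soil was the lowest of the 7 for B4Hb, at 1.77 cycles, and second lowest for B4Ha, at 1.59.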

The two further genes of this pathway, *B4Ha* and *B4Hb*, were upregulated after cultivation in ARD soil with fold changes of 5.3 and 6.1, respectively.

**Figure 2:**
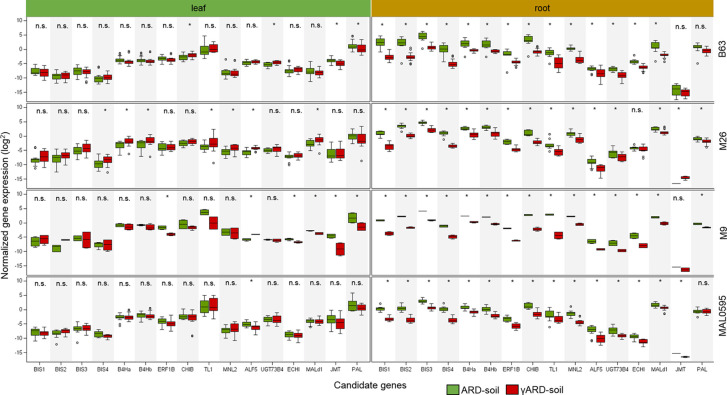
Normalized gene expression values in leaf or root tissue of 16 highly upregulated candidate genes (CGs) in four different apple genotypes (B63, M26, M9 and MAL0595) grown in ARD and γARD soil, respectively. The normalized gene expression values are average values for the both soil origins (Meckenheim and Heidgraben). Non-significant values are indicated as n.s.; significant values (*p* < 0.05) are indicated with *. *BIS1*, biphenyl synthase 1; *BIS2*, biphenyl synthase 2, *BIS3*, biphenyl synthase 3; *BIS4*, biphenyl synthase 4; *B4Ha*, biphenyl 4-hydroxylase isoform a; *B4Hb*, biphenyl 4-hydroxylase isoform b; *ERF1b*, ethylene-responsive transcription factor 1B-like; *CHIB,* endochitinase EP3-like; *TL1*, thaumatin-like protein 1a; *MNL2*, putative mannosidase; *ALF5*, multi antimicrobial extrusion protein; *UGT73B4*, uridine diphosphate (UDP)-glycosyltransferase 73B4; *ECHI*, chitin-binding type 1; *Mal d1*, major allergen Mal d1-like; *JMT*, jasmonate O-methyltransferase-like; *PAL*, phenylalanine ammonia-lyase.

**Figure 3:**
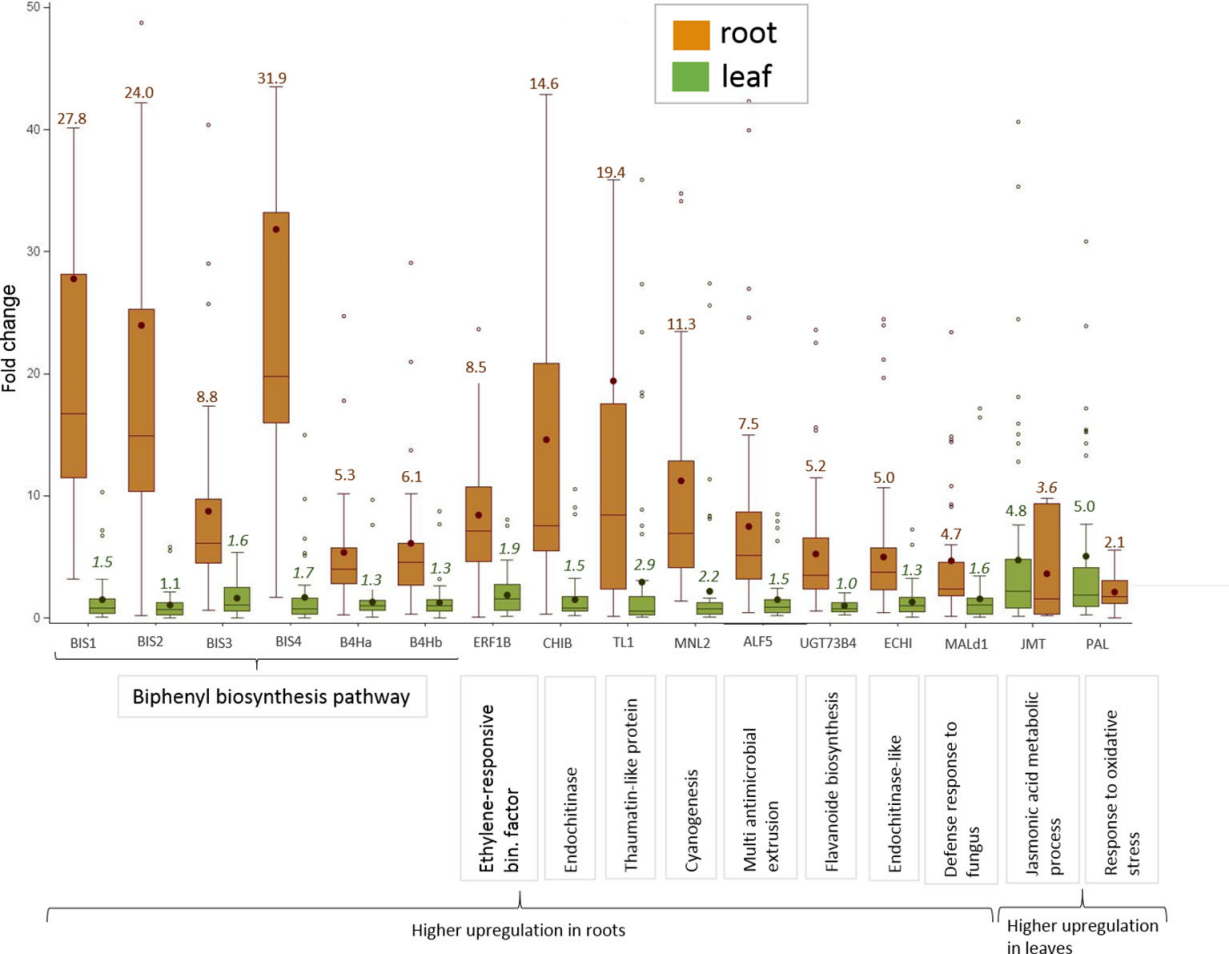
Highly upregulated CGs in apple grown in ARD soils with an average ΔΔCq-fold change value > 4.5 in either root or leaf tissue after cultivation in ARD soil and their assignment to molecular function. The fold change values (ARD soils/γARD soils) are average values for the four genotypes, including five (M26, B63 and MAL0595) or two replicates (“M9”), respectively and the two soils (Meckenheim and Heidgraben). Non-significant fold change values are indicated in italics. The whiskers were not drawn to the minimum or maximum values, if they were longer than 1.5 times the interquartile range (IQR). Data points outside of this range of 1.5 × IQR were indicated as outliers (dots).

Three genes upregulated in roots of all four genotypes after cultivation in ARD soils seem to be involved in regulating the molecular response to pathogen attack and/or plant defense. The chitinase B gene *CHIB* showed a significant fold change value of 14.6 in all root samples of plants grown in ARD soils. 

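CHIB, which encodes a chitinase that degrades fungal cell walls, had a log2 fold change of 3.71 (standard error 0.35, adjusted p = 2.2e-09 from limma) in roots. It rose in all 7 combinations, from 5.77 in MAL0595 in Heidgraben soil to 36.8 in B63 in Meckenheim soil in the authors' deposited table; from the mean ΔCq of Table S6 and from Cq without reference genes CHIB was highest in M9. Cq fell by 3.49 ± 0.995 (SD, n = 7) cycles (exact sign-flip test, p = 0.0156). In leaves the log2 fold change was 0.35 and did not pass the test (adjusted p = 0.531 from limma).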

The gene *TL1* encoding the thaumatin-like protein was also upregulated in root samples with a significant fold change value of 19.4. 

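TL1 belongs to the thaumatin-like pathogenesis-related proteins. Its folds in the authors' deposited table ran from 4.15 to 151, the widest range of the 14 genes, and their mean was 31.7 with M9 and 11.8 without M9. Cq fell by 3.23 ± 2.19 (SD, n = 7) cycles.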

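MNL2, a putative mannosidase, had a log2 fold change of 3.05 (standard error 0.36, adjusted p = 7.4e-08 from limma) in roots, with deposited folds from 3.67 to 26.3. Its Cq fell in 7 of 7 combinations, by 3.30 ± 1.37 (SD, n = 7) cycles on average (exact sign-flip test, p = 0.0156).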

The putative mannosidase gene *MNL2* being involved in cyanogenesis and defense response was upregulated with an average fold change of 11.3. For the ethylene-responsive transcription factor 1B-like (*ERF1B*), a fold change value of 8.5 was detected.

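ERF1B is a transcription factor of the ethylene response. It had a log2 fold change of 3.14 (standard error 0.32, adjusted p = 5.6e-09 from limma) in roots, and its deposited fold was between 5.42 and 21.5 in the 7 combinations. The exact sign-flip test gave p = 0.0156.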

Within the multi antimicrobial extrusion protein family, an average fold change of 7.5 was detected in root samples for the gene *ALF5*. 

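ALF5, a transporter of the multi antimicrobial extrusion family, had a log2 fold change of 2.64 (standard error 0.34, adjusted p = 3.0e-07 from limma). In the authors' deposited table its fold was lowest in B63 in Meckenheim soil, at 1.81, and highest in MAL0595 in Meckenheim soil, at 15.4.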

A significant upregulation (fold change 5.0, *p* < 0.05) was also detected for the chitin-binding type 1 gene (*ECHI*), which belongs to the endochitinase-like superfamily. 

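ECHI had a log2 fold change of 2.09 (standard error 0.39, adjusted p = 3.9e-05 from limma) and rose in 6 of the 7 combinations (exact sign-flip test, p = 0.0312). M26 in Heidgraben soil was the exception.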

Within the multigene family of plant glycosyltransferases, the uridine diphosphate (UDP)-glycosyltransferase (UGT) 73B4 encoding gene *UGT73B4* showed a 5.2-times higher expression in root tissue in ARD soils. 

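UGT73B4, a glycosyltransferase that attaches sugars to small molecules, had a log2 fold change of 2.33 (standard error 0.32, adjusted p = 7.3e-07 from limma) and deposited folds from 2.39 to 7.66. Its spread between combinations was among the smaller ones, with an SD of 0.702 on the log2 scale against 1.66 for TL1.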

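Mal d1, a member of the PR-10 proteins, had a log2 fold change of 1.92 (standard error 0.36, adjusted p = 5.2e-05 from limma) in roots. Its folds in the authors' deposited table were above 1 in all 7 combinations, from 1.53 to 11.3, and both B63 values were the highest.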

The gene *Mal d1* encoding the major allergen Mal d1 showed an increased expression in root tissue with a significant fold change of 4.7.

The genes for jasmonate O-methyltransferase-like (*JMT*) and phenylalanine ammonia-lyase (*PAL*) were more strongly upregulated in leaves than in roots. 

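PAL, the entry enzyme of the phenylpropanoid pathway, had a log2 fold change of 2.25 (standard error 0.34, adjusted p = 0.00156 from limma) in leaves and 1.07 (standard error 0.31, adjusted p = 0.00364 from limma) in roots. The difference between the tissues was tested within combinations: the root value minus the leaf value was -1.18 on the log2 scale (standard error 0.43, adjusted p = 0.0200 from limma), and it was lower in 6 of 7 combinations. The deposited leaf folds of PAL ran from 1.99 to 15.1, with the highest in M9.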

For *PAL*, a fold change of 5.0 was detected in leaf tissue, whereas a fold change of 2.1 was found in roots (**Figure 3**). Fold changes for *JMT* were 4.8 in leaf tissue and 3.6 in roots. However, the difference in the expression level between samples from ARD soil and γARD soil was not significant for roots (*p* = 0.21) due to higher variability.

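In roots JMT had values in 5 combinations, with deposited folds from 0.310 to 9.81 and a geometric mean of 2.09 (adjusted p = 0.0548 from limma), and the exact sign-flip test gave p = 0.250 (the smallest that 5 values allow is 0.0625). In Table S6 the ARD value of JMT rests on 1 measurement in each Heidgraben genotype. The difference between roots and leaves did not pass the test either (root minus leaf -1.39, standard error 0.70, adjusted p = 0.108 from limma).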

### Expression of CGs in Response to Different Soil Origins

The 14 CGs with a significantly increased expression in roots were compared in plants grown in Meckenheim soil and in Heidgraben soil. As no data for M9 were available for Meckenheim soil, only B63, M26, and MAL0595 were considered for this comparison. Although differences in gene expression between the two soil types were found for all genes with a stronger upregulation in the soil from Meckenheim, the overall differences (including data of all genotypes) were mostly not statistically significant. 

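Averaged over B63, M26 and MAL0595, the authors' deposited folds were higher in Meckenheim soil for 11 of the 14 genes and higher in Heidgraben soil for TL1, ECHI and UGT73B4 (for UGT73B4 by a Meckenheim to Heidgraben ratio of 0.986). On the log2 scale 12 were higher in Meckenheim soil, ECHI among them (by 0.127), and without reference genes 11 were, ECHI and UGT73B4 among them (by 0.813 and 0.273 cycles) but not TL1, ERF1B and B4Hb. BIS4 averaged 48.1 in Meckenheim and 20.3 in Heidgraben soil, and BIS1 41.1 and 17.9. TL1 averaged 9.72 in Meckenheim and 13.8 in Heidgraben soil. None of the 14 differences passed limma, with 0 at an unadjusted p under 0.05 and adjusted p from 0.384 to 0.960 over the list alone. The 3 genotypes allow no exact p below 0.25. BIS4, BIS2, CHIB and Mal d1 had higher deposited folds in Meckenheim soil in all 3 genotypes; from the mean ΔCq of Table S6 BIS4 and CHIB did in 3 and BIS2 and Mal d1 in 2, B63 being the exception, and from Cq without reference genes each of the 4 did in 2. In B63 in Meckenheim soil the log2 of the deposited folds lay 1.12 above the difference of mean ΔCq of Table S6 (median of 31 genes that share a reference).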

The only exception is *MNL2*. This gene was expressed at a significantly higher level (3.2 times) in Meckenheim soil (18.4-fold to 5.7-fold, *p* < 0.05) (**Figure 4**).

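MNL2 averaged 17.7 in Meckenheim and 5.68 in Heidgraben soil over the 3 genotypes in the authors' deposited table, a ratio of 3.12. On the log2 scale the difference was 1.35 (standard error 0.69, adjusted p = 0.384 from limma). It was higher in Meckenheim soil in 2 of 3 genotypes, in 2 from the mean ΔCq of Table S6 and in 3 from Cq without reference genes.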

**Figure 4:**
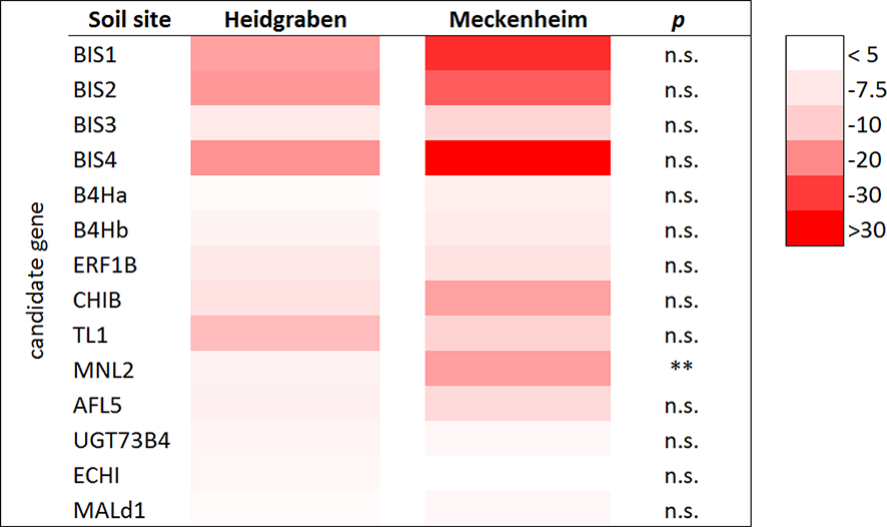
Regulation of CG expression in roots of plants grown in the ARD soils Heidgraben and Meckenheim including mean gene expression data of the genotypes B63, M26, and MAL0595, with five replicates for each genotype. The heat map indicates the fold change values (ARD soil/γARD soil) with the rows displaying the selected 14 CGs with an average significant fold change value > 4.5 in root tissue. The columns display the soil sites Heidgraben and Meckenheim. The intensity of the red color corresponds with the detected fold change value. *p* < 0.01 (**) and n.s., not significant.

### Genotypic Differences in CG Expression

Genotypic differences in the expression of the 14 CGs were studied for all four genotypes after cultivation of plants in Heidgraben soil (**Figure 5**). 

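In Heidgraben soil the authors' deposited table gives folds of BIS1, BIS2, BIS3 and BIS4 above 1 in each of the 4 genotypes. For BIS3 the deposited fold was 10.4 in B63, 9.37 in M9, 7.19 in M26 and 3.57 in MAL0595. In Heidgraben soil alone each genotype has 1 value, so pairs of genotypes were compared in a limma fit over both soils with soil as a covariate, which takes a difference between genotypes as equal in both. For BIS3, B63 minus MAL0595 was 1.54 on the log2 scale (standard error 0.67, adjusted p = 0.236 from limma). The adjustment was made over 42 genes within each of the 6 pairs of genotypes and not across the pairs. None of the 14 genes differed among B63, M26 and MAL0595 at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05, BIS1, BIS2, BIS4, CHIB, TL1 and Mal d1 differed between B63 and M26 or MAL0595. M9 has 1 combination, so its differences are given as effect sizes only.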

*BIS1, BIS2, BIS3*, and *BIS4* were upregulated in all genotypes, except *BIS3* in MAL0595. 

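BIS4 had a deposited fold of 33.0 in B63, 15.5 in M26, 14.2 in M9 and 12.4 in MAL0595 in the authors' deposited table, and BIS2 had 35.2 in B63 and 10.6 in M26. MAL0595 had the lowest deposited fold of BIS1, BIS3 and BIS4, and M26 that of BIS2. Over the 14 genes, MAL0595 was lowest for 8, M26 for 5 and B63 for 1. When Cq was taken without reference genes, MAL0595 was lowest for 12, all 4 biphenyl synthase genes among them, and M26 for ECHI and UGT73B4, and from the mean ΔCq of Table S6 MAL0595 was lowest for 7, M26 for 6, BIS2 among them, and B63 for 1.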

The highest increase was found in B63, the lowest in MAL0595. The differences between these two genotypes were statistically significant. For *BIS2* and *BIS4*, significant differences were found between B63 and the three genotypes M26, M9, and MAL0595. The upregulation of *BIS1* and *BIS3* was comparable for B63, M9, and M26, but significantly lower in MAL0595. 

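BIS1 had a deposited fold of 25.5 in B63, 24.5 in M9 and 19.3 in M26, and of 8.98 in MAL0595, in the authors' deposited table. From Cq without reference genes and from the mean ΔCq of Table S6, M9 was the highest genotype for BIS1, not B63. The ratio of the highest to the lowest genotype was 2.84 for BIS1 and 2.92 for BIS3.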

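For the biphenyl hydroxylase genes, the authors' deposited table places M26 highest, with folds of 6.86 for B4Ha and 7.24 for B4Hb. The highest genotype exceeded the lowest 3.05 times for B4Ha and 2.01 times for B4Hb in the deposited folds, against 1.50 times for ALF5 and 22.9 times for TL1.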

The least differences were found for *B4Ha* and *B4Hb*. Significant differences were detected only between B63 and M26, for *B4Ha*.

**Figure 5:**
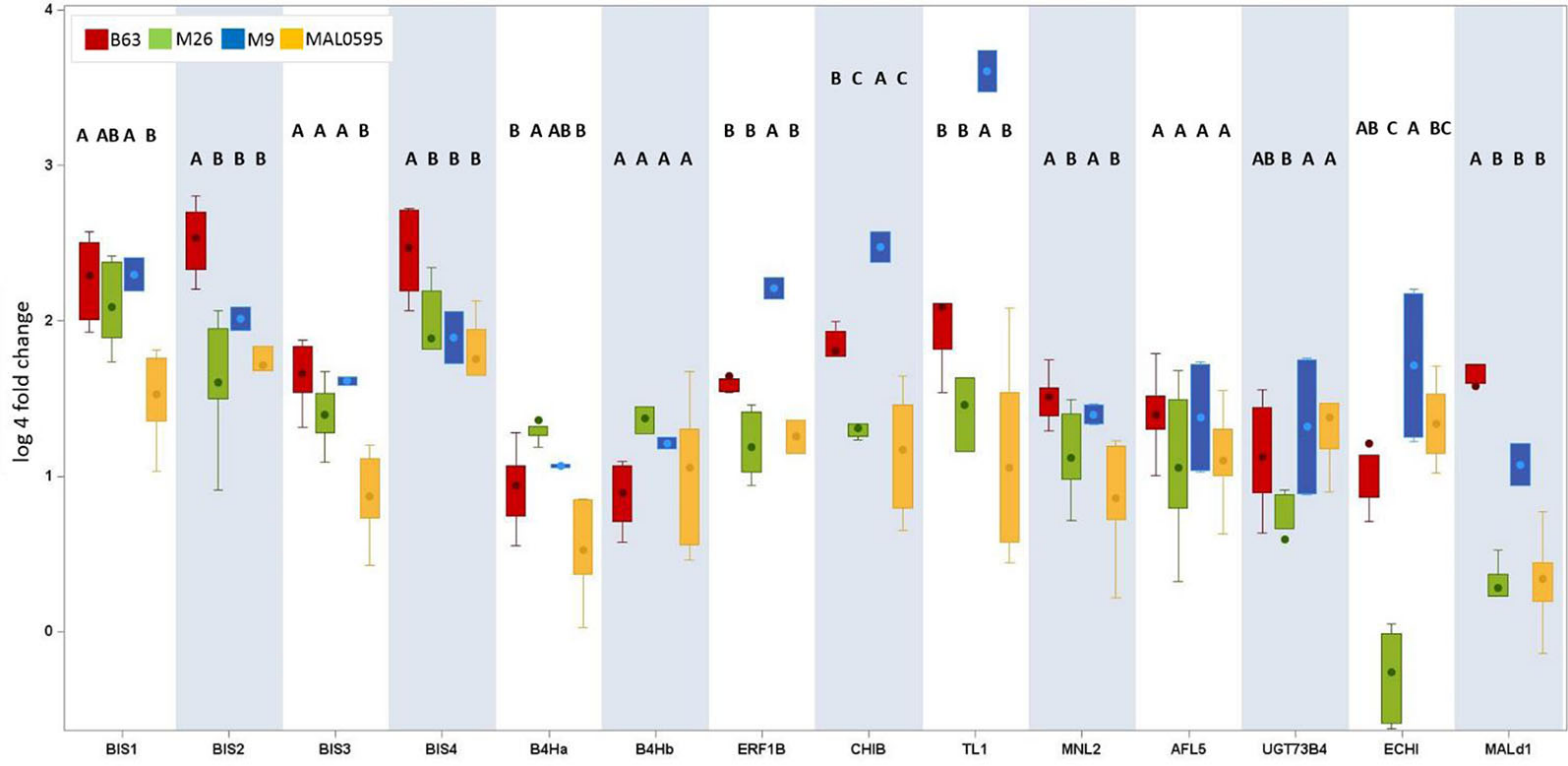
Genotypic differences in the regulation of the 14 CGs. This box plot presents only CGs with an upregulation (fold change ARD soil/γARD soil > 4.5) in root tissue. The root-specific average fold change values of all genotypes including five (B63, M26, MAL0595) or two replicates (M9), respectively, of 14 genes after cultivation in Heidgraben ARD soil are shown. The letters denote the significant differences between the genotypes for one gene. Significant differences are indicated by different letters. The whiskers were not drawn to the minimum or maximum values, if they were longer than 1.5 times the IQR. Data points outside of this range of 1.5 × IQR were indicated as outliers (dots).

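The authors' deposited folds of MNL2 in Heidgraben soil were 8.28 in B63, 6.97 in M9, 5.08 in M26 and 3.67 in MAL0595. From Cq without reference genes B63 was also the highest genotype for MNL2.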

*MNL2* showed the highest upregulation in B63 and the lowest in MAL0595. Statistically significant differences were also detected between B63/M9 and M26,/MAL0595. Genotypic differences were also found for *CHIB, ERF1B*, and *TL1*. 

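ERF1B had deposited folds of 21.5 in M9, 10.1 in B63, 6.38 in MAL0595 and 5.42 in M26. The M9 value in the authors' deposited table rests on 2 pools.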

For *ERF1B*, the fold changes were highest in M9 and lowest in M26,. For *CHIB* and *TL1*, the fold changes were highest in M9 and lowest in MAL0595. 

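CHIB had deposited folds of 31.2 in M9 and 5.77 in MAL0595, with 12.7 in B63 and 6.21 in M26 between them. TL1 had 22.7 in B63, 12.2 in M26 and 6.58 in MAL0595 in the authors' deposited table. In the fit over both soils TL1 in M9 lay 4.60 above MAL0595 on the log2 scale. M9 has 1 combination and so no spread of its own, and no test is given for this difference. From Cq without reference genes M9 was also the highest genotype for CHIB, TL1, ERF1B and ECHI.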

Differences were statistically significant between M9 and the other genotypes (**Figure 5**).

For *ECHI,* statistically significant differences were found between M26, (lowest regulation) and M9 (highest regulation). 

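ECHI reached a deposited fold of 13.1 in M9, 7.83 in B63 and 6.71 in MAL0595, and M26 had the lowest value in the authors' deposited table.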

*Mal d1* showed highest upregulation in B63 with statistically significant differences to M26, M9, and MAL0595. 

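Mal d1 had a deposited fold of 9.65 in B63, 4.51 in M9, 1.74 in MAL0595 and 1.53 in M26 in the authors' deposited table.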

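UGT73B4 had deposited folds of 7.66 in MAL0595, 7.36 in M9, 5.29 in B63 and 2.67 in M26 in the authors' deposited table. Without reference genes B63, not MAL0595, was the highest genotype for UGT73B4, and from the mean ΔCq of Table S6 MAL0595 was.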

The fold change of *UGT73B4* was less pronounced. Nevertheless, the detected differences were statistically significant between M26, and MAL0595 and between M26, and M9. No genotype-specific differences were found for *AFL5*.

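ALF5 (AFL5) had deposited folds between 5.00 in MAL0595 and 7.51 in M9 in the authors' deposited table, the narrowest range of the 14 genes in Heidgraben soil. For ALF5 B63 was the highest genotype from Cq without reference genes and from the mean ΔCq of Table S6.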

### Phytoalexin Biosynthesis in Roots

A total of 12 biphenyl and dibenzofuran phytoalexins were detected and quantified in the roots of the *Malus* rootstock genotypes M26, B63, and MAL0595, which were grown in the two different soils for 4 weeks (**Figure 6A**). Significant differences in phytoalexin production were observed among the genotypes. M26, roots contained the highest phytoalexin amount and MAL0595 had the lowest, while B63 had an intermediate level of phytoalexins (**Figure 6B**). Furthermore, MAL0595 formed only three biphenyls and two dibenzofurans, whereas M26 and B63 produced the majority of the four biphenyls and eight dibenzofurans analyzed (**Table S1**). Notably, phytoalexin biosynthesis was significantly induced by ARD soils from both sites, whereas the difference in total phytoalexin content between the two soil sites was not significant (**Figure 6C**). Among the five main phytoalexins detected, the amount of 2-hydroxy-4-methoxydibenzofuran with a retention index (RI) of 2,131 was the highest. It was the only compound that was observed in all the samples including those from γARD soils. The content of 2-hydroxy-4-methoxydibenzofuran was upregulated by the ARD soils in all genotypes. The same held true for the other four major phytoalexins (RI 2,090; 2,121; 2,228, and 2259, respectively), except for aucuparin (RI 2,090), which was downregulated in MAL0595 in both soil types (**Table S1**). Another phytoalexin, 2'-hydroxyaucuparin (RI 2,193), also showed an interesting soil-dependent regulation pattern. In Heidgraben ARD soil, its content was upregulated in all genotypes; however, in Meckenheim ARD soil its content was downregulated (**Table S1**). However, differences between the three genotypes in their responses to the two soil sites were also observed. In MAL0595 roots, the formation of new phytoalexin compounds was not induced by ARD soil from both sites, while the formation of five and eight new phytoalexins was induced by ARD soil in M26, and B63 roots, respectively. Furthermore, M26 and B63 formed only two and four phytoalexin compounds, respectively, when grown in Heidgraben γARD soil, but produced eight phytoalexin compounds each in Meckenheim γARD soil (**Figure S1**).

**Figure 6:**
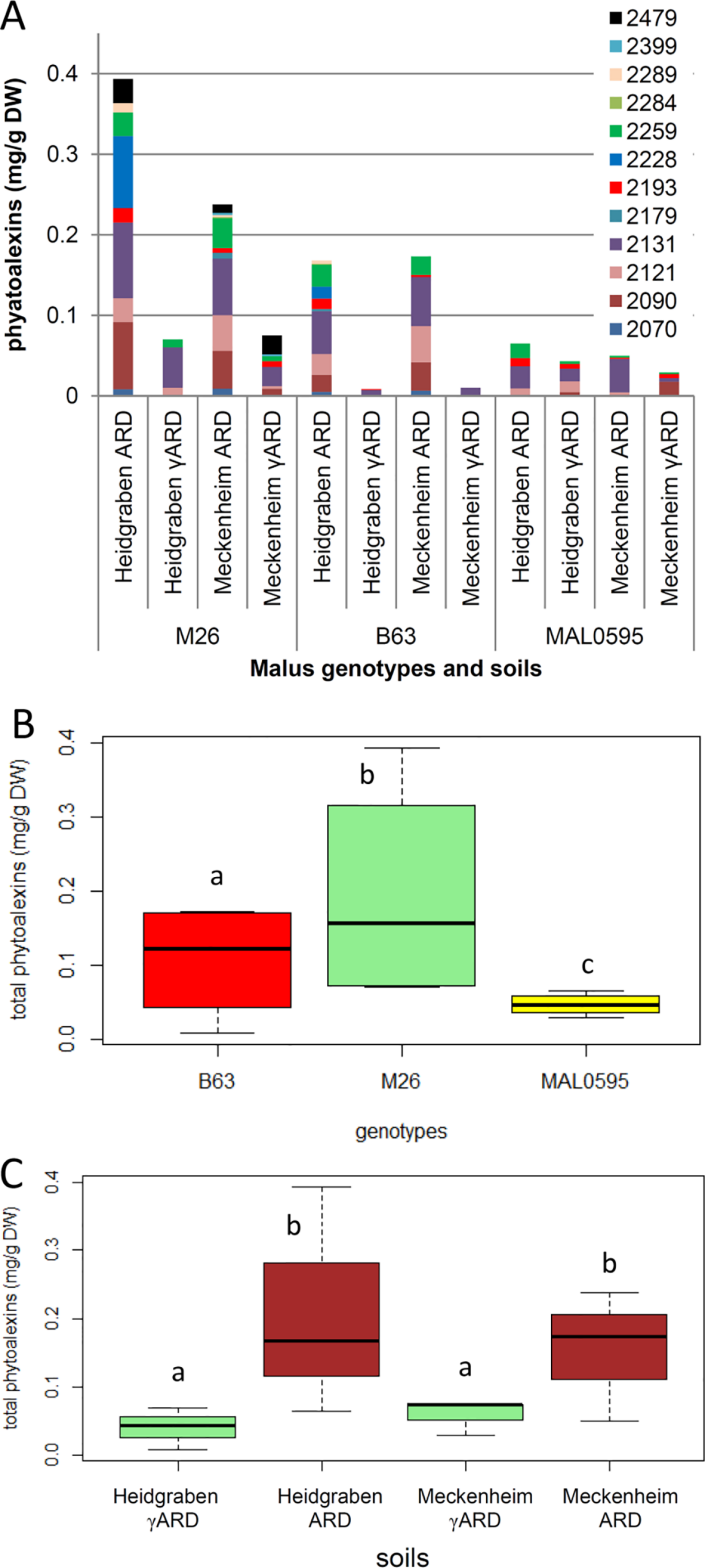
Analysis of phytoalexins in roots of the three genotypes M26, B63, and MAL0595, which were grown for 4 weeks on ARD and γARD soils from the two sites Heidgraben and Meckenheim. **(A)** Levels of individual phytoalexins identified by gas chromatography–mass spectrometry (GC-MS). Compound retention index (RI) 2,070, isomer of noraucuparin; 2,090, aucuparin; 2,121, noraucuparin; 2,131, 2-hydroxy-4-methoxydibenzofuran; 2,179, isomer of eribofuran; 2,193, 2'-hydroxyaucuparin; 2,228, eribofuran; 2,259, noreriobofuran; 2,284, isomer of hydroxyeribofuran; 2,289, isomer of noreriobofuran; 2,399, methoxyeribofuran; 2,479, 3,9-dimethoxy-2,4-dihydroxydibenzofuran. **(B, C)** Total phytoalexin content as a function of genotype and soil, respectively. Different letters indicate significant differences revealed by Tukey test (n = 8 for B and n = 6 for C) applied to the total phytoalexins.

### Correlation Between Phenotypic Data, Gene Expression Data, and Phytoalexin Contents

A Pearson's correlation was calculated between gene expression (fold changes of the 14 CGs expressed in root tissue) and changes in biomass and shoot length. 

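The deposited root folds were set against the change in shoot length and in fresh biomass of shoot and root given in Table 2, over 6 combinations of B63, M26 and MAL0595 with the 2 soils, in 28 relations. CHIB had r = -0.954 (exact permutation p = 0.0111, adjusted p = 0.311) with the change in shoot length, and Spearman's rho was -0.829 (exact permutation p = 0.0583). A negative r means that shoots were shortened more where the fold was larger. Without the 2 combinations farthest from the median fold, r was -0.592. From Cq without reference genes, r of CHIB was -0.126.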

The highest correlation was found between *CHIB* expression and shoot length (*r *= 0.96; *p* < 0.01). Highly significant correlations were also found between *B4Ha, BIS1, BIS3,* and *BIS4* expression and shoot length (**Table 3**). 

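BIS4 had r = -0.936 (exact permutation p = 0.0236, adjusted p = 0.331) with shoot length and BIS1 had r = -0.924 (exact permutation p = 0.0361, adjusted p = 0.337). Spearman's rho was -0.829 for BIS4 (exact permutation p = 0.0583) and -0.600 for BIS1 (exact permutation p = 0.242). BIS3 and B4Ha had exact permutation p of 0.0722 and 0.0792. None of the 28 relations passed after adjustment, and 3 had an unadjusted p under 0.05. Without the 2 combinations farthest from the median fold r was 0.319 for BIS1 and -0.338 for BIS4. When Cq was used without reference genes, r was -0.362 for BIS1 and -0.163 for BIS4. B63 in Meckenheim soil combined the largest BIS1 fold with the largest loss of shoot length, and its deposited BIS1 fold lay above the difference of mean ΔCq of Table S6.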

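With the change in fresh biomass, r of the 14 genes ran from -0.674 for CHIB to 0.194 for ALF5. The lowest exact permutation p was 0.0972, for CHIB, and 0 of the 14 passed at an unadjusted p under 0.05.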

A statistically significant correlation between the biomass and the expression of any of the CGs was not observed.

**Table 3:** Pearson’s correlation between the differences in the expression of the 14 candidate genes (CGs, expressed in fold changes) and the differences in fresh biomass and shoot length of plants grown in ARD soil compared to those grown in γARD soil (biomass/ shoot length in ARD soil - biomass/ shoot length in γARD soil), significant correlations are given in bold with p < 0.05 (*), p < 0.01 (**), and p < 0.001 (***).

CG	Biomass^1^	Shoot length^1^
*BIS1*	−0.57	−0.92**
*BIS2*	−0.26	−0.65
*BIS3*	−0.46	−0.86*
*BIS4*	−0.57	−0.91**
*B4Ha*	−0.41	−0.82*
*B4Hb*	−0.31	−0.77
*ERF1B*	−0.38	−0.49
*CHIB*	−0.67	−0.96***
*TL1*	−0.23	−0.15
*MNL2*	−0.11	−0.49
*AFL5*	0.21	0.39
*UGT73B4*	−0.44	−0.21
*ECHI*	0.01	0.11
*Mal d1*	−0.44	−0.69

1 Measured after 28 days of cultivation in the greenhouse.

Statistically significant correlations were also found between some phytoalexin compounds and the changes in expression of the six CGs belonging to the biphenyl biosynthesis pathway. 

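The deposited folds of the 6 biphenyl pathway genes were set against the amounts of Fig. S1 in ARD soil, over 6 combinations of genotype and soil and 36 relations; points of γARD soil were not included. Noraucuparin had the highest r with BIS1, at r = 0.550 (exact permutation p = 0.292), and with B4Ha, at r = 0.509 (exact permutation p = 0.311). Spearman's rho was 0.314 for BIS1 (exact permutation p = 0.564) and 0.429 for B4Ha (exact permutation p = 0.419). Without the 2 combinations farthest from the median fold, r of BIS1 was -0.556. None of the 36 passed, with 0 at an unadjusted p under 0.05 and an adjusted p of 0.997 for each. With the γARD points added at a fold of 1, all 36 r came within 0.05 of the paper's. The paper's r may thus rest on those 12 points, a setting chosen here after seeing the values. Over the 12 points 9 relations had an unadjusted permutation p under 0.05, with a lowest adjusted p of 0.098.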

The amount of noraucuparin was most strongly correlated with the expression of *B4Ha*, *BIS1*, *BIS3*, and *BIS4* (*r* = 0.70 to 0.73; *p* = 0.01, **Table 4**). *B4Ha* expression was correlated with the amount of 2-hydroxy-4-methoxydibenzofuran and the isomer of noraucuparin. 

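For the total amount of phytoalexins in ARD soil, B4Ha had r = 0.231 (exact permutation p = 0.626), with Spearman's rho of 0.314 (exact permutation p = 0.564). BIS2 had r = -0.390 (exact permutation p = 0.436). Without the 2 combinations farthest from the median fold, r of B4Ha was -0.145.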

A significant correlation was found between the total amount of phytoalexins and the changes in expression of *B4Ha* (*r* = 0.60; *p* = 0.04).

**Table 4:** Pearson's correlation between changes in the expression of the six CGs of the phytoalexin biosynthesis pathway (expressed as fold changes) and the amounts of individual phytoalexins, *p* < 0.05 (*) and *p* < 0.01 (**). Intensity of red shading visualizes strength of correlation. Significant correlations are given in bold.

Phytoalexins	Candidate gene											
	BIS1		BIS2		BIS3		BIS4		B4Ha		B4Hb
2-hydroxy-4-methoxydibenzofuran	0.52		0.45		0.54		0.51		**0.65**	*	**0.58**
Aucuparin	0.40		0.20		0.41		0.33		0.56		0.47
Isomer of noraucuparin	**0.57**		0.41		**0.57**		0.54		**0.64**	*	0.54
Noraucuparin	**0.73**	**	0.55		**0.71**	**	**0.70**	**	**0.73**	**	0.67
Noreriobofuran	0.49		0.40		0.51		0.49		0.52		0.49
Phytoalexins total	0.44		0.29		0.46		0.38		0.60	*	0.53

### Protein–Protein Interaction Analysis

Accession numbers of 17 DEGs with a significant fold change > 1.5 in roots were integrated into a protein interaction network using TAIR (The Arabidopsis Information Resource, 6). These proteins included the highly expressed *BIS* (fold change > 20.0), *CHIB* and *MNL2* (fold change > 10.0), as well as *ERF1B, B4H*, and *PAL* (fold change > 4.5). For the remaining 22 DEGs, no interaction was found.

The highest confidence of a protein–protein association was found in the first network cluster (**Figure 7**). This cluster consisted of *BIS*, *CHIA*, *O*-methyltransferase 1 (*OMT1*), polyphenol oxidase (*PPO*), *PAL*, anthocyanidin reductase (*ANR*), and anthocyanidin synthase (*ANS*). Two further proteins within this cluster are involved in the signal transduction process (*CHIB*) and the oxidation–reduction process (flavanone 3-hydroxylase, *FLS*). *BIS* showed the highest confidence of interaction with *ANR, ANS,* and *FLS*. The confidence of interaction of *BIS* with other proteins within this cluster was medium to high.

**Figure 7:**
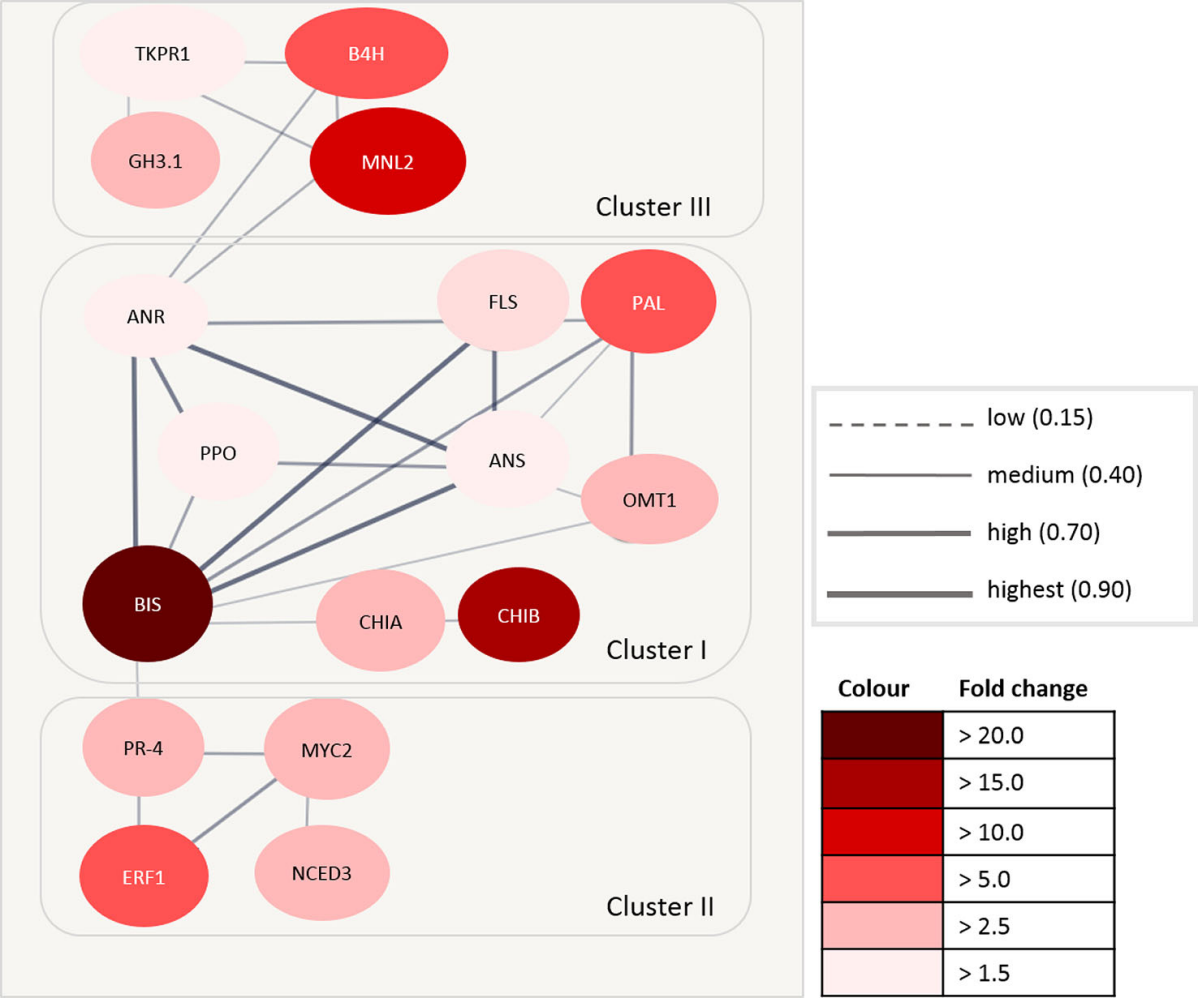
Protein–protein interaction matrix using The Arabidopsis Information Resource (TAIR) accession number of differentially expressed genes (DEGs) in *Malus*. The circles represent the proteins, and the lines between circles represent the interaction between individual proteins. The thickness of the lines defines the confidence of the interaction. The intensity of the red color indicates the fold change expression value (ARD soil/γARD soil). *ANR*, anthocyanidin reductase; *ANS*, anthocyanidin synthase; *B4H*, biphenyl 4-hydroxylase; *BIS*, biphenyl synthase; *CHIA*, acidic endochitinase-like; *CHIB*, endochitinase EP3-like; *ERF1*, ethylene-responsive transcription factor 1; *FLS*, flavanone 3-hydroxylase; *GH3.1*, indole-3-acetic acid-amido synthetase; *MNL2*, putative mannosidase; *NCED3*, nine-cis-epoxycarotenoid dioxygenase 3; *TKPR1*, tetraketide alpha-pyrone reductase 1; *MYC2*, transcription factor MYC2; *OMT1*, O-methyltransferase 1; *PAL*, phenylalanine ammonia-lyase; *PPO*, polyphenol oxidase; *PR-4*, pathogenesis-related protein PR-4.

The second cluster was comprised of four proteins with a medium to high confidence of interaction. Three proteins (*ERF1B*, transcription factor *MYC2,* pathogenesis-related protein *PR-4*) were involved in the signaling pathway, whereas one seems to be involved in abscisic acid biosynthesis (nine-*cis*-epoxycarotenoid dioxygenase 3, *NCED3*).

The third cluster contained four proteins of different functions. These proteins were grouped with a low to medium confidence of interaction. *B4H* is involved in phytoalexin biosynthesis, whereas tetracetide *alpha*-pyrone reductase 1 (*TKPR1*) belongs to the brassinosteroid biosynthesis pathway. Indole-3-acetic acid-amido synthetase (*GH3.1*) belongs to the auxin biosynthesis pathway. The function of *MNL2* is unknown, but it is associated to the oxidoreductase family.

## Discussion

### Phytoalexin Biosynthesis Is Strongly Increased in Response to ARD

It is generally accepted that ARD is strongly associated with an unbalanced complex of soil biota, including bacteria, fungi, oomycetes, and nematodes (Rumberger et al., 2007; Kanfra et al., 2018). In the present study, the expression changes of 108 ARD CGs were evaluated in roots of three different *Malus* rootstocks and one wild apple genotype grown in ARD soils from two different sites in Germany. The most highly upregulated CGs in ARD soil were genes related to the phytoalexin biosynthesis, including the four biphenyl synthase genes *BIS1*, *BIS2*, *BIS3*, and *BIS4* and the two biphenyl 4-hydroxylase genes *B4Ha* and *B4Hb* (**Figure 4**). *BIS* and *B4H* genes encode for enzymes involved in the biosynthesis of biphenyl and dibenzofuran phytoalexins (**Figure S2**). These phytoalexins are only formed by plants belonging to the subtribe Malinae of the family Rosaceae, such as members of the genera *Malus* and *Pyrus* (Liu et al., 2007; Beerhues and Liu, 2009; Liu et al., 2011; Chizzali and Beerhues, 2012; Sircar et al., 2015). The results of CG expression correlated well with the total phytoalexin content, which was also significantly increased in the roots of plants grown in ARD soils (**Table 4**, **Figure 5C**). It has to be mentioned here, that the roots were sampled 3 weeks earlier for gene expression analyses than for phytoalexin detection, because after 1 week of culture, the amount of root fresh mass was not sufficient to enable both kinds of analyses. Moreover, the culturing period of 4 weeks was necessary to record the biomass data that allowed a clear classification of the soils as ARD soils based on the observed growth depression.

Comparable results for the expression of these CGs genes were also obtained in other studies on apple, either in response to the necrotrophic pathogen *P. ultinum* or in response to ARD soil (Zhu et al., 2014; Weiß et al., 2017a; Weiß et al., 2017b; Zhu et al., 2017). Phytoalexins are part of the complex defense system of plants against pests and pathogens (Jeandet et al., 2014). The induction of phytoalexin biosynthesis seems to be one of the induced defense responses of *Malus* rootstocks to stresses caused by the biota in ARD soils. The antifungal and antibacterial activities of biphenyls and dibenzofurans was clearly shown although their precise mechanisms of action are still unknown (Chizzali and Beerhues, 2012). Loss-of-function experiments on other plant–pathogen interactions have demonstrated that reduced levels of phytoalexins lead to increased disease susceptibility (Jeandet et al., 2014). Examples are known from pea (Wu and VanEtten, 2004), soybean (Graham et al., 2007), sorghum (Ibraheem et al., 2010), pear (Chizzali et al., 2016), and *Arabidopsis* (Jeandet et al., 2013). However, there are also reports that high phytoalexin concentrations may be toxic to plant cells (Dixon et al., 1994; Rogers et al., 1996), which was also hypothesized by Weiß et al. (2017b) for apple rootstocks. The accumulation of high concentrations of phytoalexins in ARD-susceptible rootstocks like M26 and B63 may cause root damage and even death. It was assumed that the exudation mechanism or the detoxification system do not work properly in these genotypes. This hypothesis is supported by the results obtained with the less susceptible genotype MAL0595. This genotype accumulated significantly less phytoalexins in roots compared to M26 and B63. Consistently, the reduction in shoot length of MAL0595 plants grown in ARD soils was not statistically significant (**Figure 6C**, **Table 2**).

Among the four *BIS* genes, the highest upregulation in ARD soils was observed for *BIS1*, followed by *BIS2* and *BIS4*. However, *BIS3* transcript level exceeded the transcript levels of the other *BIS* genes in the roots by far (**Table S5**). As previously reported by Chizzali et al. (2012a) and other authors, the regulation of the individual *BIS* genes can differ depending on the pathogen and the type of the infected tissue. In a transcriptome analysis conducted with M26 grown in ARD soil, the expression of *BIS2*, *BIS3*, and *BIS4* was induced, with *BIS3* showing the highest increase in roots (Weiß et al., 2017a). In the present study, *BIS3* expressional levels also were the highest (**Table S5**) but with the lowest fold change among the *BIS* genes investigated in the roots. Due to its exceedingly high expression level, *BIS3* seems to play a pronounced role in phytoalexin biosynthesis. *BIS4* showed the highest differences between the two soil types. After fire blight infection, *BIS1* and *BIS2* were upregulated in leaf tissue. In contrast, *BIS3* was strongly expressed in the stem, where it was spatially limited to the transition zone between healthy and necrotic tissue (Chizzali et al., 2016). In the present study, expression of *BIS* genes was also focused on the region affected by the biotic stress, the roots.

### Further CGs Involved in Biotic Stress Responses Are Upregulated

Primer efficiencies were calculated in a different experiment with a different PCR system for validation. In the Fluidigm system, the software calculates a quality score for each individual amplification curve by comparing the amplification curve to an ideal exponential curve. If the curve is close to the ideal one, the quality score approaches 1. The software sets a cutoff for the quality score of > 0.65 to exclude primers with poor efficiencies. Nevertheless, all data used were still without any PCR efficiency correction. Therefore, we decided not to consider smaller differences in gene expression, but focused on the CGs with fold changes above 4.5.

Among these, *TL1* and *Mal d1* were upregulated in roots after cultivation of plants in ARD soil. Similar results were obtained by Weiß et al. (2017a). The *TL1* product belongs to a highly complex protein family with antimicrobial and antifungal activities (Liu et al., 2010; Singh et al., 2013). Overexpression of *TL*s in transgenic wheat plants mediated enhanced resistance and protection against different fungal pathogens (Mackintosh et al., 2007). Mal d1 is a defense protein, which belongs to group 10 of pathogenesis-related proteins. It is expressed by plants in response to different stress conditions, such as pathogen infection, exposure to certain chemicals, wounding, and stressful environmental conditions (Puehringer, 2003). In apple fruits, Mal d1 is known as a birch pollen–related food allergen. Previous studies by our research group have shown that the synthesis is strongly related to exogenous stress factors (Schmitz-Eiberger and Matthes, 2011; Kiewning and Schmitz-Eiberger, 2013). However, its function in response to ARD remains to be elucidated.

*ERF1B*, *CHIB*, and *ECHI* also showed a notable fold change in root samples. *ERF1B* encodes a transcription factor that is involved in ethylene signaling. An *ERF1B*-mediated ARD defense response in apple roots was also observed in other studies (Shin et al., 2014; Weiß et al., 2017a). Ethylene is an essential mediator of biotic and abiotic stress responses (Müller and Munné-Bosch, 2015), and ethylene-responsive transcription factors (*ERF*) regulate the molecular response to pathogen attack (Ito et al., 2014; Müller and Munné-Bosch, 2015; Huang et al., 2016). Within the ethylene-mediated transcriptional response, the promoter region of *CHIB* may be a target of *ERF* transcription factors. Based on the results obtained, it could be assumed that the changes in *ERF* expression have led to a subsequent activation of *CHIB* (Shin et al., 2014). For other genes like *ACS* and *ACO*, which encode key enzymes of the ethylene biosynthesis, no upregulation was observed. It is common knowledge that different isoforms within a gene family can carry out specific functions in different plant processes (Shin et al., 2014). An involvement of other isoforms of *ACS* and *ACO*, which were not investigated in this study, cannot be excluded. The endochitinase EP3-like gene *CHIB* belongs to a large family of plant chitinase genes and is generally induced by pathogen attack and other biotic stresses (Hamid et al., 2013; Nagpure et al., 2014). Chitinases play a role in the biocontrol of fungal phytopathogens and plant defense systems especially against chitin-containing pathogens (Hamid et al., 2013).

The genes *MNL2, ALF5, ECHI*, and *UGT73B4* were also significantly upregulated in roots. These genes appear to be related to ARD, but have not been described in this context before. The putative mannosidase gene *MNL2* belongs to the glucose–methanol–choline oxidoreductase family. Genes of this family are involved in adaptive processes in plant–insect interactions during host-dependent chemical defense (Rahfeld et al., 2014). However, the detailed function of the *MNL2* gene in plants is still unknown. The *ALF5* gene belonging to the MATE gene family is expressed in root epidermis cells and is necessary for protecting roots from toxic compounds in the soil (Diener et al., 2001). Some genes within the MATE gene family are supposedly involved in transporting toxic compounds to infected parts of the plant in order to attenuate pathogen attack (Santos et al., 2017). Within the multigene family of plant UGTs, an upregulation was observed for *UGT73B4*. Plant glycosyltransferases usually use UDP-glucose in the transfer reactions catalyzed. Furthermore, it is assumed that UGTs are part of stress responses (Li et al., 2001; Langlois-Meurinne et al., 2005). Analysis of *A. thaliana* defense-signaling mutants indicated that expression of the corresponding UGT genes is necessary during the hypersensitive response (Dare et al., 2017). These results emphasize the importance of UGTs in plant–pathogen interactions (Dare et al., 2017). It is tempting to speculate that UGTs may be involved in the detoxification of biphenyl and dibenzofuran phytoalexins via glycosylation and deposition in the central vacuole. However, no glycosylated derivatives of the defense compounds have so far been detected in infected plants and elicitor-treated cell cultures of the Malinae, except for two glucosides (aucuparin and eriobofuran derivatives), which were isolated from cell cultures of the scab-resistant apple cultivar ‘Liberty’ (Borejsza-Wysocki et al., 1999). Because of their general function in pathogen defense, *ALF5*, *ECHI*, and *UGT73B4* appear to also be activated by pathogens of the ARD complex. However, further investigations will be necessary to elucidate their precise function.

### Two CGs Showed Upregulation in Leaf Tissues

*PAL* and *JMT* showed a stronger upregulation in leaf tissue than in roots. The *PAL* gene encodes for the enzyme phenylalanine ammonia-lyase, which is the key enzyme of the phenylpropanoid pathway. Repression of this pathway in apple via a reduction in key transcript levels (e.g. for *PAL*), and enzyme activities (e.g. PAL and chalcone synthase) resulted in severe dwarfing and internode length reduction (Dare et al., 2017). The occurrence of stunted shoots because of ARD infection seems therefore to be independent of the *PAL* gene expression level. Whether shoot stunting is connected to the occurrence or the amount of individual phenolic compounds or not remains to be investigated. The *JMT* gene encodes for the enzyme S-adenosyl-l-methionine:jasmonic acid carboxyl methyltransferase (*JMT*), which catalyzes the formation of methyl jasmonate from jasmonic acid. Plants produce jasmonic acid and methyl jasmonate in response to many biotic and abiotic stresses, in particular, herbivory and wounding (Seo et al., 2001; Wasternack, 2007). Both genes (*PAL* and *JMT*) are associated with pathogen defense reactions and stress response. The upregulation of their expression in leaf tissue could be an indication for biotic stress because of ARD infection. However, their precise role in connection with ARD has to be further investigated.

### The Soil Origin Influences Plant Growth, CG Expression and Phytoalexin Production

The expression of CGs was compared between plants grown in Meckenheim soil and Heidgraben soil. The genes *MNL2, BIS1, BIS2*, *BIS4*, and *TL1* showed a strong upregulation in roots of all genotypes if plants were grown in ARD soil. This was the case for both soil types, although the upregulation was more pronounced in plants grown in Meckenheim soil (**Figure 4**). Even though a stronger increase in gene expression was observed, the total phytoalexin amount was not increased in plants of Meckenheim soil. The differences found between the two soils were not statistically significant (**Figure 6C**). It is assumed that each genotype seems to produce phytoalexins up to a certain level, once the biosynthesis is stimulated by ARD soil. So far, the rate-limiting steps of biphenyl and dibenzofuran biosynthesis remain unknown. Compared to the *BIS* genes, the fold changes in the expression of *B4Ha* and *B4Hb* were markedly lower, and genes for *O*-methyltransferases (Khalil et al., 2015) were not among the upregulated genes. Due to the incomplete examination of the phytoalexin biosynthetic pathway, some genes remain to be identified, including the gene coding for the enzyme that converts aucuparin to 2'-hydroxyaucuparin (**Figure S2**). This gene should be highly expressed in ARD soil from Heidgraben, because the 2'-hydroxyaucuparin content of roots grown in this soil was greatly increased compared to that of roots from γARD soil. In roots of plants grown in ARD soil from Meckenheim, the reaction of this gene might be different; the expression of this gene does not seem not to be induced or even inhibited because of the decrease of the 2'-hydroxyaucuparin content in samples of these roots (**Figure S1**). Thus, different ARD soils may differently affect individual phytoalexin biosynthetic steps, leading to qualitative and/or quantitative changes in the phytoalexin patterns. Previously, varying phytoalexin patterns were observed in cell cultures of *Sorbus aucuparia* upon treatment with different elicitors, which, for example, stimulated the accumulation of aucuparin or eriobofuran as the major components (Hüttner et al., 2010). In the present study and a previous one (Weiß et al. 2017b), relatively high levels of 2-hydroxy-4-methoxydibenzofuran were even detected in roots from γARD soils. This indicates that the formation of this compound does not necessarily need the ARD biome stimulus although ARD soils lead to a further strong increase in the accumulation.

Soil properties can influence the extent of ARD directly or indirectly (von Bronsart, 1949; Franke-Whittle et al., 2018; Mahnkopp et al., 2018). The soil pH value is one of these properties, which has been discussed several times in this context. However, the results published about the effect of the soil pH value onto ARD severity were contrasting. In some cases, it was shown that a low soil pH seemed to be associated with a high degree of ARD (Willett et al., 1994; Mahnkopp et al., 2018). In other studies, it was found that ARD symptoms were less pronounced in soils with a low pH value (Jonkers et al., 1980; Utkhede et al., 1992). We found a higher overall fold change of CG expression on the silty soil of Meckenheim with a high pH (6.7) compared to the sandy soil (Heidgraben) with a lower pH value of 5.3. However, the effect of soil pH on ARD should not be overestimated. Changes in pH are not induced by apple replanting and are generally an unstable parameter (Mahnkopp et al., 2018). Different rootstocks seem to have a different growth optimum regarding the soil pH value. Some rootstocks achieve optimal growth at a low pH (e.g. CG.6589), whereas other rootstocks are well adapted to more calceous soils (e.g. CG41) (Fazio et al., 2012).

Soil organic matter (SOM) seems also to reduce the induction of ARD (Franke-Whittle et al., 2018). In our study, a remarkably lower SOC (soil organic carbon = total carbon due to absence of carbonate) of 12.3 g kg^−1^ in Meckenheim soil compared to a SOC of 25.4 g kg^−1^ in Heidgraben soil (**Table 1**), corresponded to a higher CG regulation. Plant growth in terms of shoot and root fresh biomass was significantly reduced on both soils for the sensitive genotypes M26, and B63 (**Table 2**). The only exception was root fresh mass of B63, which was not significantly reduced when grown on Meckenheim soil. These observations are interesting as they stress the limits of growth-based bio-tests to determine ARD severity. Factors like the high available water capacity of the loamy Meckenheim soil in comparison to the sandy Heidgraben soil may explain differences in plant growth besides ARD severity.

Soil biota like nematodes, which are part of the ARD complex, are also influenced by soil texture (Hbirkou et al., 2011). Is has been described that sandy soils are often more prone to ARD than loamy soils (Mahnkopp et al., 2018; Winkelmann et al., 2019). In this study, the upregulation of the CGs was less pronounced in the sandy Heidgraben soil compared to the silty Meckenheim soil, which is not in agreement with the findings mentioned above. Similar observations were made by Fazio et al. (2012) in a study investigating the influence of soil pH value and soil texture on ARD. Based on plant growth, some rootstocks appeared to be less sensitive to ARD in clay soil than in sandy soil, but also the opposite relationship was observed because other rootstock cultivars appeared to be more sensitive to ARD in the clay soil compared to the sandy soil (Fazio et al., 2012). These results indicate that soil properties cannot be judged without knowledge of the soil biome composition. Likewise, Mazzola and Manici (2012) concluded that abiotic factors may reduce or intensify ARD, but up to now, a causal relationship of a single abiotic factor and ARD is not evident.

Many soil characteristics influence plant growth. Therefore, growth-based bio-tests are limited in their information value regarding ARD severity. Additional methods for a more reliable diagnosis and possible quantification of ARD are of interest. Our data suggest that the expression of certain CGs may be a starting point for the identification of early indicators as an addition to growth data. To evaluate their usefulness in different ARD situations, especially under field conditions, further studies are necessary. These studies should also include the comparison to virgin soils on which no Rosaceae plants had been grown before and which are collected close to the replant sites.

### Genotypic Differences are Found for Gene Expression in Response to ARD

The four *Malus* genotypes M9, M26, B63, and MAL0595 used in our gene expression study possess susceptibility to ARD to different extents. M9 and M26, were previously classified as susceptible genotypes (Isutsa and Merwin, 2000; Leinfelder and Merwin, 2006; St Laurent et al., 2010). MAL0595 was grouped as a less sensitive genotype (Cummins and Aldwinckle, 1983; Reim et al., 2019). By contrast, no information regarding its ARD reaction was available for the rootstock genotype B63 at the beginning of our experiment. Recently, root microscopic and bio-test data proved this genotype to react similarly to M26, in response to ARD (Grunewaldt-Stöcker et al., 2019). Our present results on plant growth and CG expression support the observation that B63 has to be considered as ARD-sensitive.

In the present study, the genotype-specific gene expression data (**Figure 5**) are consistent with the phytoalexin detection results (**Figure 6B**). Relatively low gene expression levels yield a relatively low total phytoalexin content in MAL0595, whereas high gene expression levels lead to high phytoalexin contents in M26, and B63 (**Figures 4** and **5C**). Besides the quantitative differences, there was also qualitative variation in the phytoalexin patterns. In γARD soils, roots of MAL0595 formed few phytoalexins at low levels, which increased partly upon growth in ARD soils from the two sites. While the 2-hydroxy-4-methoxydibenzofuran content was strongly enhanced, the noraucuparin content decreased (**Figure S1**). No new phytoalexins were formed. In M26, and B63, the aucuparin, noraucuparin, and noreriobofuran levels increased greatly in both ARD soils. Therefore, these three phytoalexins may be the major compounds that cause cytotoxicity to apple roots. For the growth data, the results for MAL0595 were opposite to those for M26, and B63. Thus, the low fold changes of most CGs in response to ARD (**Figure 6**), the low phytoalexin content compared to the other genotypes (**Figures 5** and **S1**), and the low growth depression (**Table 2**) match the classification by phenotypic data of MAL0595 as less susceptible to ARD. The assessment of these parameters may similarly provide information about the degree of ARD susceptibility of other genotypes. Further studies should clarify if the *BIS* genes can be used as possible biomarkers for ARD susceptibility, as their expression correlated well with the observed susceptibility as classified on phenotypic data. *BIS3* seems to play a key role in phytoalexin biosynthesis under replant conditions, because *BIS3* transcript levels exceeded the other *BIS* genes by far, but overall they were regulated less strongly.

## Conclusions

The expression of 108 CGs was studied in leaf and root tissue of four different *Malus* genotypes grown in ARD soil and γARD soil from two different sites in Germany. For most of these genes, it is the first time that their tissue specific expression pattern was investigated in different genotypes and in response to ARD. The data obtained allow conclusions about general (genotype-independent) and genotype-dependent effects of ARD on the expression of these genes. Changes in CG expression were more frequent and more pronounced in root tissue compared to leaf tissue. This result suggests that the response of *Malus* plants to ARD is local. The defense reaction seems to be spatially restricted to the site of infection. A systemically acquired stress response could not be detected. Sixteen CGs were strongly upregulated in roots of plants grown in ARD soil. Six of them belong to the phytoalexin biosynthesis pathway. Their expression patterns were consistent with the phytoalexin content. It can be assumed that phytoalexins may play a role in the reaction of *Malus* plants to ARD. However, their function in the disease etiology remains to be clarified. The expression patterns of the biphenyl synthase genes *BIS1*, *BIS2 BIS3*, and *BIS4* correlated well with the phenotypic reaction of the *Malus* genotypes investigated with *BIS3* showing the strikingly highest normalized expression. These genes are useful as biomarkers to identify the presence of ARD inducing microbiota in unknown soil samples. They may also give clear indications for the defense reaction of plants growing at a site, whose state with regard to ARD is unknown.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE135081. Data from the greenhouse experiment is deposited in the BonaRes Data Center (DOI: 10.20387/bonares-R1S0-52TX).

## Author Contributions

SR and A-DR were involved in performing the experiments, analyzing the data, and writing the manuscript. SW and MS contributed to CG selection and writing the manuscript. BL and LB conceived and designed the phytoalexin experiments. BL and A-DR analyzed the phytoalexin compounds in root material and interpreted the data. HF, M-VH, and TW conceived and coordinated the project, and participated in data interpretation and writing the manuscript.

## Funding

This work was part of the project BonaRes-ORDIAmur funded by the German Federal Ministry of Research and Education within the frame of the program BonaRes (grant no. 031B0025B). It was also funded by the German Research Foundation (DFG) via the research training group GRK1798 “Signaling at the Plant-Soil Interface” and a grant to BL and LB (BE 1174/19-1).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Genes Involved in Stress Response and Especially in Phytoalexin Biosynthesis Are Upregulated in Four Malus Genotypes in Response to Apple Replant Disease
**Source:** Front Plant Sci. 2020 Feb 28;10:1724. doi: 10.3389/fpls.2019.01724
**Supplement:** Supplementary file 1

Figure S1: Detailed analysis of individual phytoalexins [$\mu\text{g/g DW}$] in roots of three genotypes grown for four weeks on ARD and γ -ARD soils from the two sites ‘Heidgraben’ (HG) and ‘Meckenheim’ (MH). The five major phytoalexins are highlighted in blue. The green and red arrows indicate genotype- and soil-specific, respectively, up- and downregulation of individual phytoalexins. PA, phytoalexin; MW, molecular weight; RI, retention index (RI) 2070, isomer of noraucuparin; 2090, aucuparin; 2121, noraucuparin; 2131, 2-hydroxy-4-methoxydibenzofuran; 2179, isomer of eribofuran; 2193, 2'-hydroxyaucuparin; 2228, eribofuran; 2259, noreriobofuran; 2284, isomer of hydroxyeribofuran; 2289, isomer of noreriobofuran; 2399, methoxyeribofuran; 2479, 3,9-dimethoxy- 2,4-dihydroxydibenzofuran.

Regulation		↑	↕	↑	↑	↑	↕	↑	↑	↑	↑	↓	↓		
Molecular weight (MW)		360	302	360	286	316	390	316	374	404	374	346	404	Total PA	No. of PA
Retention index (RI)		2070	2090	2121	2131	2179	2193	2228	2259	2284	2289	2399	2479		
B63	HG ARD	5	21 ↑	26	53	3	13 ↑	15	27	1	4	0	0	168	10
	HG γ ARD	0	0	0	7	0	1	0	0	0	0	0	0	9	2
	MH ARD	6	35 ↑	45	61	0	2	0	23	0	0	0	0	173	6
	MH γ ARD	1	8 ↑	3	24	0	7	0	6	0	0	2	23	75	8
M26	HG ARD	8	83 ↑	30	94	0	18 ↑	90	29	0	11	0	30	394	9
	HG γ ARD	1	0 ↑	9	50	0	0	0	10	0	0	0	0	70	4
	MH ARD	9	47 ↑	44	70	7	6	0	37	1	3	3	10	238	11
	MH γ ARD	1	8 ↑	3	24	0	7	0	6	0	0	2	23	75	8
MAL0595	HG ARD	0	0	9	27	0	10 ↑	0	18	0	0	0	0	65	4
	HG γ ARD	0	5 ↓	13	16	0	6	0	3	0	0	0	0	43	5
	MH ARD	1	0	3	42	0	1	0	3	0	0	0	0	50	5
	MH γ ARD	0	17 ↓	0	5	0	5	0	2	0	0	0	0	29	4
Total PA		33	224	187	473	10	77	104	165	2	18	8	88		
No. of samples containing the PA		8	8	10	12	2	11	2	11	2	3	3	3

# Supplementary material for: Genes Involved in Stress Response and Especially in Phytoalexin Biosynthesis Are Upregulated in Four Malus Genotypes in Response to Apple Replant Disease
**Source:** Front Plant Sci. 2020 Feb 28;10:1724. doi: 10.3389/fpls.2019.01724
**Supplement:** Supplementary file 2

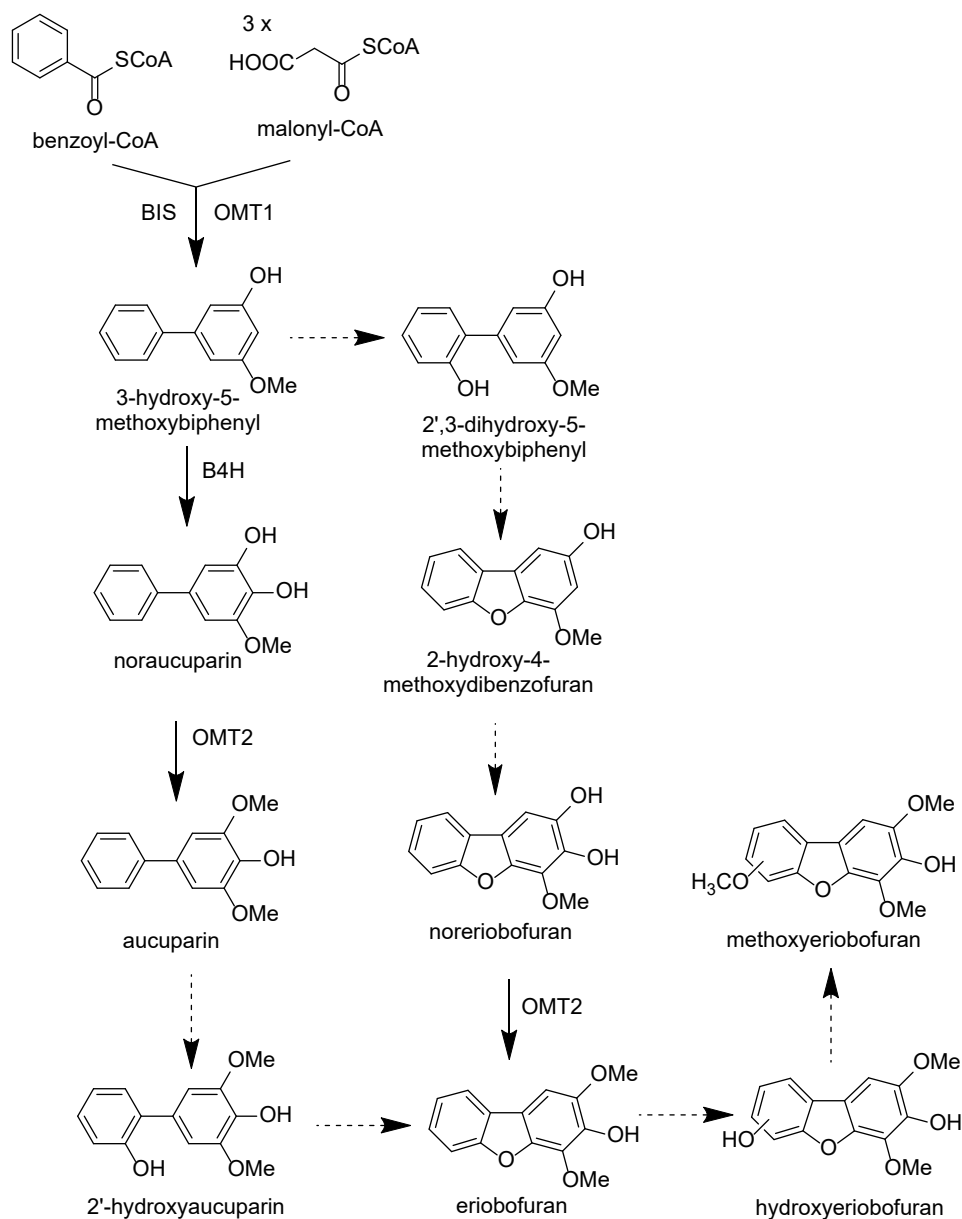

Figure S2: Proposed biosynthetic pathway of biphenyl and dibenzofuran phytoalexins. Solid arrows represent established steps whereas broken arrows mark hypothetical reactions. BIS, biphenyl synthase; OMT, *O*-methyltransferase; B4H, biphenyl 4-hydroxylase.

# Supplementary material for: Genes Involved in Stress Response and Especially in Phytoalexin Biosynthesis Are Upregulated in Four Malus Genotypes in Response to Apple Replant Disease
**Source:** Front Plant Sci. 2020 Feb 28;10:1724. doi: 10.3389/fpls.2019.01724
**Supplement:** Supplementary file 3

**Table S1**: Experimental setup and derived replicates for gene expression and growth analysis

| **Number**  **of plants** | **Soil type and treatment** | | | | **Comments** |
| --- | --- | --- | --- | --- | --- |
|  | **Heidgraben** | | **Meckenheim** | |  |
|  | **ARD** | **γ ARD** | **ARD** | **γ ARD** |  |
| Total | 25 | 25 | 25 | 25 | - 100 plants of M26, B63, and MAL0595 each - 12 plants of M9 - 312 plants in total |
| Used after 7d | 15 | 15 | 15 | 15 | For gene expression analysis   - 5 samples (3 plants each) of roots and leaves = 40 samples of M26, B63 and MAL0595 = 120 in total - 2 samples only for Heidgraben soil (roots and leaves) of M9 = 8 - 128 samples in total |
| Used after 28 d | 9-10 | 9-10 | 9-10 | 9-10 | Growth parameter (9-10 plants)   - Only done for M26, B63 and MAL0595   Phytoalexin analysis (4-5 plants)   - Only done for M26, B63 and MAL0595 |

# Supplementary material for: Genes Involved in Stress Response and Especially in Phytoalexin Biosynthesis Are Upregulated in Four Malus Genotypes in Response to Apple Replant Disease
**Source:** Front Plant Sci. 2020 Feb 28;10:1724. doi: 10.3389/fpls.2019.01724
**Supplement:** Supplementary file 5

**Table S3:** Plating of soil suspensions of ARD soil and γARD soil before and after storage for three months from the two sites (Heidgraben and Meckenheim). n = 6 Petri dishes from two independently plated samples. Colony-forming units (CUFs) were counted after one day for bacteria and seven days for fungi.

| **untreated** | **site** | **Bacteria (* 10^4^)** | | **Fungi (* 10^4^)** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **before storage** | **after storage** | **before storage** | **after storage** |
|  | Heidgraben | 7.3 ± 2.1 | 6.3 ± 2.6 | 6.0 ± 3.7 | 2.2 ± 1.5 |
|  | Meckenheim | 52.5 ± 10.2 | 63.0 ± 43.9 | 1.7 ± 1.6 | 0.3 ± 0.5 |
| **γ-irradiated** |  | **Bacteria (* 10^2^)** | | **Fungi (* 10^2^)** | |
|  | **site** | **before storage** | **after storage** | **before storage** | **after storage** |
|  | Heidgraben | 0 | 0 | 0 | 0 |
|  | Meckenheim | 0 | 0 | 0 | 0 |

# Supplementary material for: Genes Involved in Stress Response and Especially in Phytoalexin Biosynthesis Are Upregulated in Four Malus Genotypes in Response to Apple Replant Disease
**Source:** Front Plant Sci. 2020 Feb 28;10:1724. doi: 10.3389/fpls.2019.01724
**Supplement:** Supplementary file 6

**Table S4:** Dry masses of shoots and roots of the apple genotypes ‘M26, B63, and *Malus ×robusta* MAL0595 four weeks after transplanting to γARD soil and ARD soil from ‘Heidgraben’ and ‘Meckenheim’. Values with the same letter within one line did not differ significantly (Tukey test, *p* = 0.05, n = 4-5). StDV – standard deviation; Red - Growth reduction in % compared between gamma and untreated soil from one site; n.s. – not significant. Asterisks indicate a significant reduction regarding the Tukey test (* = *p* < 0.05).

| **Genotype** | **Dry mass ± StDV**  **[mg]** | **Heidgraben** | | | **Meckenheim** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **γARD** | **ARD** | **% Red** | **γARD** | **ARD** | **% Red** |
| **M26** | Shoot | 285.2 ± 69.5^a^ | 199.2 ± 57.2^a^ | -30.2 | 440.2 ± 129.9^b^ | 239.8 ± 63.3^a^ | -45.5^*^ |
|  | Root | 37.8 ± 7.8^n.s.^ | 32.0 ± 17.5^n.s.^ | -15.3 | 43.4 ± 10.2^n.s.^ | 24.4 ± 7.0^n.s.^ | -43.8 |
| **B63** | Shoot | 289.8 ± 71.7^ab^ | 174.8 ± 41.8^bc^ | -39.7 | 377.0 ± 90.9^a^ | 166.5 ± 12.0^c^ | -50.6^*^ |
|  | Root | 90.2 ± 36.2^a^ | 51.2 ± 14.1^ab^ | -43.2 | 48.0 ± 17.4^b^ | 34.5 ± 8.5^b^ | -28.1 |
| **MAL0595** | Shoot | 266.2 ± 63.2^n.s.^ | 197.5 ± 53.7^n.s.^ | -25.8 | 423.9 ± 284.4^n.s.^ | 254.2 ± 186.5^n.s.^ | -40.0 |
|  | Root | 77.4 ± 26.8^n.s.^ | 48.0 ± 17.8^n.s.^ | -38.0 | 70.5 ± 49.7^n.s.^ | 76.8 ± 62.6^n.s.^ | +8.9 |

How the deposited data were processed for this re-analysis (not part of the article)

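Roots and leaves of 4 Malus genotypes were harvested after 7 days in ARD soil or in γARD soil, which had been irradiated with at least 10 kGy. Transcripts were measured by RT-qPCR on microfluidic chips from pools of 3 plants, with 2 technical repetitions per pool. The authors' files hold raw Cq (1 value per gene, tissue, genotype, soil origin and treatment, with no reference subtracted) and a fold change. To make the fold values before they were deposited, the authors subtracted reference genes, set γARD soil to 1, took 2 to the power of minus ΔΔCq per measurement and averaged these arithmetically, with no correction for PCR efficiency. All 299 root folds matched Table S6 within 0.006 when its entries were taken in order; its genotype and soil labels stand beside the wrong entries for later genes, TL1 and UGT73B4 among them, so the ΔCq values per combination rest on that order. In Meckenheim soil the Cq of NCED1 and TKPR1 did not match the ΔCq of Table S6 in some combinations. The files hold no value per pool and no reference gene, so the 7 combinations of genotype and soil were the units. This fallback was set out before the files were examined, but the same root folds in Table S6 had been seen by then.

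The log2 of each deposited fold was tested against 0 with limma 3.58.1 (R 4.3.3), with the Benjamini-Hochberg adjustment over 43 genes, an adjusted p under 0.05 and a fold above 1.5. With limma on the same values each genotype was tested against 0 with soil as a covariate, soils were compared within genotypes and tissues within combinations. Pairs of genotypes were compared in the same fit, which takes their difference as equal in both soils and leaves 2 residual degrees of freedom. The adjustment was over 42 genes within each of the 6 pairs and not across the pairs. This test was added after the values had been seen. Exact sign-flip tests used all 128 sign patterns, and correlations all 720 pairings of 6 points, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; the figure used matplotlib 3.10.9. JMT had root values in 5 combinations and was left out where each combination was needed. Growth values were those of Table 2 and phytoalexin amounts those of Fig. S1. Biomass was the sum of shoot and root fresh mass, a definition picked after the sum, shoot mass and root mass had been compared with Table 3. A correlation was counted as moved or different when it changed by more than 0.25, a limit set after the data were seen. The groups of 31 and 12 genes that share a reference were found from the reference values implied by Table S6 and the Cq.

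Named were the genes in the paper's Results, those of Table S5, and up to 10 further genes with the largest change in the same direction in each combination, with full statistics for the genes of Fig. 2; values of Tables S5 and S6 had been seen. Gene lists covered the biphenyl pathway, flavonoid and phenylpropanoid synthesis, defense proteins, defense regulators, ethylene, jasmonic acid, auxin, abscisic acid, cytokinin and gibberellin, transport and exocytosis, nitrogen and reference genes. On 100 simulated data sets with 43 genes, 7 changed at each size, the test recovered 70% of genes at a log2 change of 1 and 100% at 3, and 2.46% of calls were false. The simulated values were independent, with a common SD and all other genes unchanged. In the real root data the SD ran from 0.360 for FLS3 to 1.86 for JMT. The real combinations share genotypes and soils, and the genes were preselected. These rates therefore do not carry over to the real comparison. Of 1000 unrelated sets of 6 points, 4.2% had p under 0.05. Alternatives covered thresholds, tests, averaging, references, efficiency, missing values and leaving out combinations or genotypes.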

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

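Except for the counts over sign patterns, the tests of explanations in this part were chosen only after the results or related values had been seen. Of 86 groups of 5 to 7 values, 4 held a value far from the others, and chance flags about 1 in 20 groups (4.3 of 86). These were CHIA in roots of M9 (log2 fold 4.95), GH3.1 in roots of B63 in Meckenheim soil (3.52), GH3.1 in leaves of M9 (3.94) and Nitr_1 in leaves of B63 in Meckenheim soil (log2 fold 0.0976, the lowest of its 7). Taken from Cq without reference genes, 2 of these lay within the range of the other combinations: GH3.1 in roots of B63 in Meckenheim soil (0.64 cycles gained, the others 0.03 to 1.48) and Nitr_1 in leaves (0.16 cycles gained, the others 0.13 to 2.87). Differences between tissues also passed their own test: PAL rose less in roots than in leaves (root minus leaf -1.18 on the log2 scale), and 23 genes rose more in roots. The count of 23 was favoured by the choice of most genes for their response in roots. Among the 64 sign patterns of the 7 combinations, the observed one gave the most changed genes. It gave 37 in roots, against at most 16 in the others, and 8 in leaves, against at most 1. That is 1 of 64 patterns, the fewest such a test can give. Most genes had been chosen by the paper's test on the same pools, and the combinations share genotypes and soils. The counts therefore cannot exclude chance.

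In B63 the deposited root folds were larger in Meckenheim than in Heidgraben soil, by a median of 0.76 on the log2 scale over 31 genes that share a reference (standard error 0.16). The standard errors in this paragraph are over genes, which were measured on the same pools. They do not measure the spread between pools of B63. A stronger response of B63 was not seen in the 12 genes with another reference. Their Cq change was smaller in Meckenheim soil (median -1.25 cycles, standard error 0.29), and so were their log2 folds (median -0.56, standard error 0.28). On the mean ΔCq of Table S6 the same 31 genes gave a median of -0.0811 (standard error 0.16), so the difference was not seen on that scale. Mean ΔCq holds any shift of the reference genes, so such a shift as the whole cause is argued against; it may still have raised the ΔCq values, since without references the 31 genes changed less in Meckenheim soil (median -1.33 cycles, standard error 0.16). The log2 of the deposited fold lay 1.12 above the difference of mean ΔCq in Meckenheim soil and 0.13 above it in Heidgraben soil. Set against mean ΔCq, the larger folds in Meckenheim soil thus lie in this gap, as averaging of linear folds over unlike pools would give. Mean ΔCq itself includes the shift of the references implied for these 31 genes. In B63 that shift was -1.10 cycles in Meckenheim and 0.277 in Heidgraben soil, a difference of -1.38. A change of the references and a change in the cDNA loaded cannot be told apart here. The gap is therefore not shown to be the only source of the larger folds. How single pools made up the gap could not be seen, since no values per pool exist. Cq without references also rises when less cDNA is loaded, which no value here measures apart from the reference genes, so the tests on Cq are weaker than the one on averaging.

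In M9, 6 genes from several gene lists (CHIA, CHIB, TL1, ERF1B, PR-4 and NCED1) had root folds above the mean of the other genotypes in Heidgraben soil, by a median of 1.95 on the log2 scale (SD over the 6 genes 0.96). A shift of the reference genes is argued against, since M9 was highest for 6 of 6 without references, and so is averaging of linear folds (median gap 0.0504 on the log2 scale). A stronger response of M9 to Heidgraben soil may explain it as a hypothesis: over the 37 other genes M9 also lay above the others, by a median of 0.36 (standard error 0.12). This standard error is over genes measured on the same pools and does not measure the spread of M9. The genes were picked because they showed the pattern, and M9 rests on 2 pools per treatment.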

How the results depend on the processing

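Of 303 alternative values, 277 stayed within the limit used (1.5 times for a count, 1 SD over combinations for a mean fold, 0.25 for r), 23 moved beyond it and 3 reversed. That limit is wide for mean folds: within it TL1 fell from 31.7 to 11.8 without M9, and with the median of all genes as reference TL1 was 7.61, BIS1 8.31, BIS4 8.28 and CHIB 4.38. The 277 also include values that could not move, such as missing values set to the last cycle for genes with none missing. Leaving out M9 was entered more than once with the same data. The share that stayed is therefore no measure of robustness. The use of Cq without reference genes, of mean ΔCq from Table S6, of 12 points for phytoalexins and the fit between genotypes were chosen after seeing the data. The count of root genes (37) was 12 at a fold above 4.5, 20 in Meckenheim soil only, which has fewer combinations, and 19 with the median of all genes as reference, which removes the common rise by construction. Leaving out one combination gave 34 to 38 root genes and 5 to 10 leaf genes (8 with all); 5 were reached without B63 in Heidgraben soil and without MAL0595 in Meckenheim soil. Genes with a mean fold above 4.5 (17) were 11 by the median of folds and 5 with the median of all genes as reference. Genes changed in all 4 genotypes (11 of 14) were 6 from Cq without reference genes; the cause was not tested. Counts of differences between pairs of genotypes also moved at an unadjusted p and from mean ΔCq of Table S6, but not from Cq without reference genes. These counts include pairs with M9, which has 1 combination, and are not given. The cause was not tested. With the median of all genes as reference the mean root fold of PAL was 0.684 and that of JMT 0.726, both below 1. The r of BIS1 with shoot length was 0.319 without the 2 farthest combinations. The other 13 that moved were single genes (all lower with the median of all genes as reference) and single correlations (all nearer 0). No paired analysis was possible because the files hold no value per pool to match by replicate number; the tests within combinations or genotypes paired treatments, tissues or soils instead. Not run were the replicate block, technical repetitions as separate values and leaving out each reference gene, since the files hold neither pools nor reference genes.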

Differences from the paper's values

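Of 84 values set beside the paper's, 32 differed, all of them correlations of deposited folds with phytoalexin amounts (Table 4), where 32 of 36 differed by more than 0.25 or in sign. A mean fold was counted as different when it was more than 1.5 times the other value and the gap exceeded the spread over combinations. TL1 met only the first of these: its mean deposited fold was 31.7 against the paper's 19.4, with 15.1 as a geometric mean, 23.7 with the efficiencies of Table S2 and 11.8 without M9. For 2-hydroxy-4-methoxydibenzofuran, r over the 6 combinations was BIS1 0.138 against the paper's 0.52, BIS2 -0.216 against the paper's 0.45, BIS3 0.133 against the paper's 0.54, BIS4 0.00150 against the paper's 0.51, B4Ha 0.363 against the paper's 0.65, B4Hb 0.156 against the paper's 0.58. Alternatives set beforehand brought r within 0.25 of the paper's for BIS1 (log2 fold), B4Ha (log2 fold and Spearman), B4Hb (without the 2 farthest groups), and the other alternatives did not. For aucuparin, r over the 6 combinations was BIS1 0.0934 against the paper's 0.40, BIS2 -0.339 against the paper's 0.20, BIS3 0.0780 against the paper's 0.41, BIS4 -0.0771 against the paper's 0.33, B4Hb 0.160 against the paper's 0.47. Alternatives set beforehand brought r within 0.25 of the paper's for BIS1 (log2 fold), B4Hb (without the 2 farthest groups), and the other alternatives did not. For isomer of noraucuparin, r over the 6 combinations was BIS1 0.223 against the paper's 0.57, BIS2 -0.170 against the paper's 0.41, BIS3 0.188 against the paper's 0.57, BIS4 0.116 against the paper's 0.54, B4Ha 0.299 against the paper's 0.64, B4Hb 0.0818 against the paper's 0.54. Alternatives set beforehand brought r within 0.25 of the paper's for BIS1 (log2 fold), B4Hb (without the 2 farthest groups), and the other alternatives did not. For noraucuparin, r over the 6 combinations was BIS2 0.0892 against the paper's 0.55, BIS4 0.446 against the paper's 0.70, B4Hb 0.369 against the paper's 0.67. Alternatives set beforehand brought r within 0.25 of the paper's for BIS4 (difference between ARD and gammaARD soil), and the other alternatives did not. For noreriobofuran, r over the 6 combinations was BIS1 0.00380 against the paper's 0.49, BIS2 -0.420 against the paper's 0.40, BIS3 -0.0301 against the paper's 0.51, BIS4 -0.126 against the paper's 0.49, B4Ha -0.0207 against the paper's 0.52, B4Hb -0.140 against the paper's 0.49. None of the alternatives set beforehand brought r within 0.25 of the paper's. For the total amount, r over the 6 combinations was BIS1 0.00583 against the paper's 0.44, BIS2 -0.390 against the paper's 0.29, BIS3 0.00858 against the paper's 0.46, BIS4 -0.165 against the paper's 0.38, B4Ha 0.231 against the paper's 0.60, B4Hb 0.0647 against the paper's 0.53. Alternatives set beforehand brought r within 0.25 of the paper's for B4Hb (without the 2 farthest groups), and the other alternatives did not.

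With 12 points, adding each combination in γARD soil at a fold of 1, all 36 r lay within 0.05 of the paper's, among them 0.732 for BIS1 and 0.728 for B4Ha with noraucuparin (permutation p = 0.00354 and 0.00817 before adjustment). This setting was chosen after seeing the values. The 12 points fall into 2 clusters, the control points all having the same fold, and 9 of the 36 relations had an unadjusted permutation p under 0.05, with a lowest adjusted p of 0.098.

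The paper states that all 14 genes were more strongly upregulated in Meckenheim soil; in the deposited folds 11 of 14 were, and TL1, ECHI and UGT73B4 had the higher mean in Heidgraben soil. On the log2 scale 12 of 14 were higher in Meckenheim soil, and ECHI turned to that direction. The paper states that MNL2 differed significantly between the soils; its adjusted p from limma was 0.384 over 3 genotypes, where the paper's test used pools. The paper states that BIS3 was not upregulated in MAL0595, beside Fig. 5, whose caption gives upregulation as a fold change above 4.5. The fold in the authors' deposited table is 3.57, a rise that stays below 4.5. All other deposited folds of the biphenyl synthase genes in Heidgraben soil were 7.19 or higher. By that cutoff the deposited folds give the same exception as the paper. The paper gives a positive r for CHIB and shoot length in its text and a negative one in Table 3; the value here was -0.954. The paper calls B4Ha, BIS1, BIS3, BIS4 and CHIB correlated with shoot length; none passed after adjustment over 28 relations, and CHIB, BIS4 and BIS1 passed without adjustment. The paper calls all 14 genes changed in all 4 genotypes; B4Ha, ECHI and Mal d1 were not past an adjusted p of 0.05 from limma in each, and from the mean ΔCq of Table S6 12 of the 14 were, B4Ha being the 1 added, a setting chosen after seeing the values. The paper states that MAL0595 had the lowest increase of the biphenyl synthase genes; in the deposited folds it did for 3 of 4, and M26 had the lowest for BIS2, while from Cq without reference genes, a setting chosen after seeing the values, MAL0595 was lowest for all 4. The paper calls genotype differences for BIS1, BIS2, BIS3, BIS4, B4Ha, MNL2, CHIB, TL1, ERF1B, ECHI, Mal d1 and UGT73B4, from pools in Heidgraben soil only. The tests here took combinations in both soils and adjusted within each pair of genotypes, a setting chosen after seeing the values. None of the 14 genes passed limma after adjustment among B63, M26 and MAL0595. BIS1, BIS2, BIS4, CHIB, TL1 and Mal d1 had an unadjusted p under 0.05 from limma between B63 and M26 or MAL0595. Differences with M9 rest on 1 combination of M9 and are not counted. The paper's Discussion does not count O-methyltransferase genes among those upregulated, and it focuses on fold changes above 4.5. OMT1b had a mean deposited fold of 3.30 in roots, below that limit. At the lower cutoff of 1.5 it passed, with a log2 fold change of 1.68 (standard error 0.30, adjusted p = 2.8e-05 from limma), and it rose in 7 of 7 combinations. The paper's own network, which takes fold changes above 1.5 in roots, includes OMT1. The Discussion of the paper ranks BIS1 first among the biphenyl synthase genes, and BIS4 was highest here. At the paper's stated thresholds (unadjusted p under 0.05, fold above 1.5) 38 genes passed in roots, JMT being the 1 added, and 11 in leaves; the paper's tests took pools, and those here took combinations of genotype and soil.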

Other observations

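The gene lists were set before the tests were run, though values of Tables S5 and S6 had been seen, and no test in this part was added later. In roots ERF1B rose and SAMS8 did not pass among 2 ethylene genes (1 when adjusted over the list alone), and neither JAR1 nor JMT passed among 2 jasmonic acid genes (0 over the list alone). Of 2 auxin genes GH3.1 rose and GH3.109 fell (1 and 1 over the list alone), and 2 of 3 nitrogen genes rose, AM_trans and Nitr_1 (2 over the list alone). In leaves limma called 0 ethylene genes (2 at an unadjusted p under 0.05, and 2 over the list alone), 1 of 2 jasmonic acid genes, 0 of 2 auxin genes, 2 of 2 abscisic acid genes and 1 of 3 nitrogen genes. The deposited data held no gene of the cytokinin and gibberellin list and no reference gene.

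In Fig. S1 the amounts of B63 and M26 in γARD soil from Meckenheim are identical in all 13 values, so correlations that use the change between soils rest on fewer distinct controls.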
